# Skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy mouse through YY1-CCL5 axis

**DOI:** 10.1038/s41467-025-56474-w

**Published:** 2025-02-03

**Authors:** Yang Li, Chuhan Li, Qiang Sun, Xingyuan Liu, Fengyuan Chen, Yeelo Cheung, Yu Zhao, Ting Xie, Bénédicte Chazaud, Hao Sun, Huating Wang

**Keywords:** Muscle stem cells, Stem-cell niche, Regeneration

## Abstract

Adult skeletal muscle stem cells (MuSCs) are indispensable for muscle regeneration and tightly regulated by macrophages (MPs) and fibro-adipogenic progenitors (FAPs) in their niche. Deregulated MuSC/MP/FAP interactions and the ensuing inflammation and fibrosis are hallmarks of dystrophic muscle. Here we demonstrate intrinsic deletion of transcription factor Yin Yang 1 (YY1) in MuSCs exacerbates dystrophic pathologies by altering composition and heterogeneity of MPs and FAPs. Further analysis reveals YY1 loss induces expression of immune genes in MuSCs, including C-C motif chemokine ligand 5 (*Ccl5*). Augmented CCL5 secretion promotes MP recruitment via CCL5/C-C chemokine receptor 5 (CCR5) crosstalk, which subsequently hinders FAP clearance through elevated Transforming growth factor-β1 (TGFβ1). Maraviroc-mediated pharmacological blockade of the CCL5/CCR5 axis effectively mitigates muscle dystrophy and improves muscle performance. Lastly, we demonstrate YY1 represses *Ccl5* transcription by binding to its enhancer thus facilitating promoter-enhancer looping. Altogether, our study demonstrates the critical role of MuSCs in actively shaping their niche and provides novel insight into the therapeutic intervention of muscle dystrophy.

## Abstract (web summary)

Li et al. demonstrate the critical role of skeletal muscle stem cells (MuSCs) in actively shaping their niche in dystrophic muscle through YY1-CCL5-CCR5 axis mediated cellular interaction with macrophages.

## Introduction

Skeletal muscle has a robust regenerative capacity, with rapid re-establishment of full power occurring even after severe damage that causes widespread myofiber necrosis^1,2^. The cells responsible for muscle regeneration are adult muscle stem cells (MuSCs, also called satellite cells) which are located in a niche beneath the ensheathing basal lamina on the surface of the myofibers in a quiescent stage under normal conditions^3–5^. Upon injury, MuSCs are rapidly activated to become myoblasts, undergo proliferative expansion, and eventually differentiate into myotubes and fuse to form new myofibers^3–5^. A subset of MuSCs undergoes self-renewal and returns to the quiescent state to replenish the adult stem cell pool^6–8^. Each phase of the activities is tightly orchestrated at two levels. First, through intrinsic preprogrammed mechanisms and, second, through extrinsic regulations imposed by the stem cell microenvironment or so-called stem cell niche^9,10^. The intrinsic regulatory mechanisms have been relatively well defined. For example, it is widely accepted that gene regulation at transcriptional level by transcription factors (TFs) plays crucial roles in instructing MuSC regenerative responses^9,11^. Among many key TFs, Yin Yang 1 (YY1) is ubiquitously expressed but possesses unique transcriptional regulatory functions in MuSCs based on findings from our group and others^12–17^. For example, we recently elucidated the function of YY1 in acute injury-induced muscle regeneration as a key regulator of MuSC activation/proliferation. We found that intrinsic YY1 deletion in MuSCs impairs muscle regeneration by regulating MuSC activation/proliferation through its dual roles in modulating metabolic pathways^12^. Moreover, we also observed that the deletion in MuSCs in chronically injured muscle of *mdx* (a mouse model for Duchene muscular dystrophy, DMD) aggravates muscle dystrophy but the in-depth dissection is yet performed^12^.

MuSC functionality is also tightly controlled by the crosstalk between MuSCs and other cell types within their niche^18^. The MuSC niche is relatively static under homeostatic conditions to maintain MuSC quiescence and undergo dynamic remodeling following injury through a spatiotemporally tightly coordinated flux of different cell types such as inflammatory, vascular, and mesenchymal cells^10,19^. The reciprocal functional interactions among these cell types are crucial in coordinating the repair of injured muscles. In particular, optimal regeneration entails a sequence of events that ensure temporally coordinated interactions among MuSCs, macrophages (MPs), and fibro-adipogenic progenitors (FAPs)^20–22^. An initial recruitment of MPs is typically followed by the sequential activation of FAPs and MuSCs. The key immune and non-immune functions that MPs exert in muscle regeneration are well accepted^23,24^. The pro-inflammatory response following acute muscle injury usually begins with infiltration of neutrophils, followed by pro-inflammatory MPs featured by Ly6C^high^F4/80^low^, which produce mostly inflammatory cytokines, such as TNFα, IL-1β, and IFNγ to promote MuSC activation and proliferation. Afterward, at later stages of regeneration, a distinct population of Ly6C^low^F4/80^high^ pro-regenerative (anti-inflammatory) MPs become more prevalent, which produce different cytokines, such as IL-4, IL-10 and TGFβ1, to promote myoblast differentiation and tissue repair^23,25^. Although much is known about the impact of MPs on MuSCs, the possible reciprocal regulation of MuSCs on MPs remains largely unexplored despite a pioneer work long time ago demonstrating that human myoblasts can indeed secrete an array of chemotactic factors to initiate monocyte chemotaxis in culture^26^. FAPs are a muscle interstitial mesenchymal cell population which can differentiate into fibroblasts, adipocytes, and possibly into osteoblasts and chondrocytes. Emerging evidence solidifies FAPs’ critical role in efficient muscle repair^21^. Upon muscle injury, FAPs become activated, proliferate and expand, and provide a transient favorable microenvironment to promote MuSC-mediated regeneration. It is now known that heterogenous FAP subsets have distinct functions in muscle regeneration. For example, Wisp1+ FAPs expansion is critical during regeneration to sustain MuSC proliferation and differentiation in a paracrine manner and maintain the MuSC pool^27^ while mTie2^High^/mTie2^Low^ FAPs play a role in promoting angiogenesis^28^. As regeneration proceeds, the timely removal of FAPs from the regenerative niche through apoptosis is necessary to prevent pathological accumulation and muscle dysfunction. Accumulated fibrogenic FAPs lead to fibrosis^29,30^ and adipogenic FAPs result in fat deposition^31^. Again, it remains largely unknown if FAPs receive any reciprocal signaling from MuSCs. Nevertheless, it is widely accepted that finely tuned molecular interactions of FAPs and MPs are essential for successful regeneration. Expansion and decline of FAP cell populations following injury are determined by MPs and disrupted MP dynamics can result in aberrant retention of FAPs in muscles following acute or chronic injuries^20,21^. For example^29^, in acutely damaged skeletal muscle, infiltrating MPs, through their expression of TNFα, directly induce apoptosis and the timely clearance of FAPs, thus preventing the occurrence of fibrosis.

Therefore, the finely orchestrated functional interactions among MuSCs, MPs and FAPs are crucial to instruct the proper progress of damage-induced muscle repair. Conditions that compromise the functional integrity of this network can skew muscle repair toward pathological outcomes, for example in the case of DMD^20,22^, which is a lethal progressive pediatric muscle disorder caused by the genetic mutations in the dystrophin gene. In the absence of dystrophin protein, DGC (dystrophin-glycoprotein complex) assembly on the muscle member is impaired which weakens the muscle fibers, rendering them highly susceptible to injury. Muscle contraction-induced stress results in constant cycles of degeneration and regeneration, resulting in chronic inflammation and fibro-fatty tissue replacement. Recent advances in single cell RNA-sequencing (scRNA-seq) have enabled us to characterize cell compositions and interactions in both human and mouse DMD muscles^32,33^. Compared to muscles underlying acute injury-regeneration, more intricate cellular dynamics and interactions are observed in dystrophic muscles. An increased prevalence of MPs and FAPs was confirmed and correlated with disease severity^29,34,35^. MPs are highly heterogeneous and partially pathogenic in dystrophic muscle^36^. A plethora of MP-derived factors are critically involved in inflammation and fibrosis of the muscle. It is speculated that the heterogeneous and pathogenic activation of MPs in dystrophic muscle is likely induced by the asynchronous regeneration altered microenvironment but the underlying signaling molecules and cellular sources remain unexplored^37^. Evidence from the scRNA-seq profiling also revealed evident heterogeneity of FAPs and their correlation with disease severity^32^. FAPs undergo uncontrolled expansion and resistance to clearance in dystrophic muscle, which plays a prominent role in intramuscular fat deposition and fibrosis^38^. Increased TGFβ signaling is believed to prevent FAP apoptosis and induce their differentiation into matrix-producing cells to cause fibrosis^29^; the main source of TGFβ1 in injured muscle niche is MPs. While pro-regenerative MPs are predominantly contributor to TGFβ1 secretion in acutely injured muscle niche, most MPs in chronically injured muscle can secret TGFβ1 to foster a TGFβ1 enriched microenvironment^29^.

Overall, cellular communications among the main pathogenic cells in dystrophic muscle warrant further investigation; in particular, it is unknown if MuSCs play an active role in initiating crosstalk with MPs and FAPs to manipulate their own niche microenvironment. In fact, it is safe to state that in general our understanding about if and how tissue adult stem cells impact their niches is very limited. Across a variety of well-studied adult stem cells such as mesenchymal stem cells, hematopoietic stem cells, and neural stem cells etc., we have learned plenty about the essential roles of the stem cell niche in regulating stem cell behavior and functionality^39^, including how alteration in the stem cell niche causes cellular damage and impairs the regenerative capacity of stem cells. In principle the stem cells are perceived as the passive recipient of niche signals and impact. There is relatively less understanding of whether and how stem cells can actively contribute to the niche integrity in homeostasis and how the intrinsic changes in stem cells are connected to extrinsic niche alterations in pathological conditions. Here in this study, we discovered that intrinsic deletion of YY1 in MuSCs of dystrophic *mdx* mice (dKO) exacerbated fibrosis and inflammation. Analysis of cellular compositions uncovered elevated numbers of MPs and FAPs accompanying a decrease in MuSCs in dKO vs. control mice; moreover, scRNA-seq profiling revealed altered cellular heterogeneity of MPs and FAPs. Furthermore, we found that YY1 deletion in MuSCs induced up-regulation of immune genes thus rendering MuSCs immunogenic. Notably, CCL5 was identified as a critical factor in facilitating the recruitment of MPs via the CCL5/CCR5 axis mediated MuSC-MP interaction; Escalated MP accumulation subsequently prevented FAP apoptosis and clearance via increased TGFβ1 accumulation. Consistently, treatment of the dKO mice with a CCR5 antagonist Maraviroc (MVC) significantly ameliorated the dystrophic pathologies and muscle function in dKO mice. Lastly, we elucidated that *Ccl5* induction in dKO MuSCs resulted from an altered enhancer-promoter loop interaction. Altogether our findings demonstrate an active role of MuSCs in orchestrating cellular interactions with other niche cells and highlight their capacity in modulating niche microenvironment through their immune-secretory function.

## Results

### Inducible deletion of YY1 from MuSCs aggravates muscle dystrophy in *mdx* mouse

Our prior study^12^ has hinted the possible YY1 involvement in chronic degeneration/regeneration occurring in dystrophic *mdx* mouse, which promotes us to further investigate the functional and mechanistic role of YY1 in dystrophic muscle in this study. We conducted a comprehensive characterization of the phenotypes of the *Yy1/mdx* double knockout (dKO) mice that were generated by inducible deletion of YY1 in MuSCs of *mdx* mice (Supplementary Fig. 1A). Five days of consecutive intraperitoneal (IP) administration of tamoxifen (TMX) was performed in 1.5-month-old (1.5 M) Ctrl and dKO mice to induce YY1 deletion in MuSCs and the muscles were harvested when mice were 2.5 M, 3.5 M and 8.5 M old for subsequent analyses (Fig. 1A–D). Consistent with our prior observations^12^, YY1 deletion caused severe impairment in muscle regeneration in both limb (tibialis anterior, TA) and diaphragm (DP) muscles as evidenced by the abnormal fiber size distribution with increased larger fibers in the dKO muscles as assessed by H&E (Fig. 1E) and eMyHC (Supplementary Fig. 1B, C) staining at 2.5 M. Moreover, the dKO muscles showed a significantly decreased number of fibers with centrally located nuclei (CLN) (Fig. 1F) and a reduced number of fibers per area (Fig. 1G). Additionally, a decreased number of MuSCs (Supplementary Fig. 1D) caused by impaired proliferation (measured by in vivo EdU incorporation assay in Supplementary Fig. 1E) was also confirmed. Moreover, the dKO mice displayed striking fibrotic- and immune-phenotypes. An excessive amount of fibrosis was detected in dKO by both Masson’s trichrome staining (Fig. 1H) and increased expression of a panel of fibrotic markers (Supplementary Fig. 1F, G). The level of fibrosis appeared to arise from the increased number of PDGFRα + FAPs as a positive correlation was detected between the main fluorescence intensity (MFI) of PDGFRα and COL1a1 protein staining in both TA (Fig. 1I) and DP (Fig. 1J) of Ctrl and dKO mice. This was accompanied by an elevated level of inflammation as indicated by increased expression of inflammatory markers (Supplementary Fig. 1H, I) and an augmented number of macrophages (Fig. 1K, L, Supplementary Fig. 1J, K). Altogether, the above phenotypic characterization demonstrates that YY1 deletion in MuSCs leads to exacerbation of dystrophic pathologies in *mdx* mice. The phenotypes persisted in dKO mice into elder age by contrasting with the Ctrl *mdx* mice alleviated at around 3.5-month-old (Supplementary Fig. 1L–Q). As a result, the dKO mice were overall very fragile displaying much smaller body size (Fig. 1M, 8.5 M) and significantly lower body weight and muscle weight (Fig. 1N, 3.5 M); the TA muscle mass decreased by 50.97% (Fig. 1O) and the thickness of DP muscle shrunk by 39.51% (Fig. 1P). When the 3.5-month-old mice were subject to treadmill (Fig. 1Q) or voluntary wheel-running (Fig. 1R) exercises, these dKO mice exhibited poor performance compared to the Ctrl mice. As expected, the survival rate of the dKO mice was significantly reduced and half of them died before 6 months (Fig. 1S). Therefore, the YY1 loss in MuSCs worsens the dystrophic manifestations in the *mdx* mouse.

**Fig. 1:**
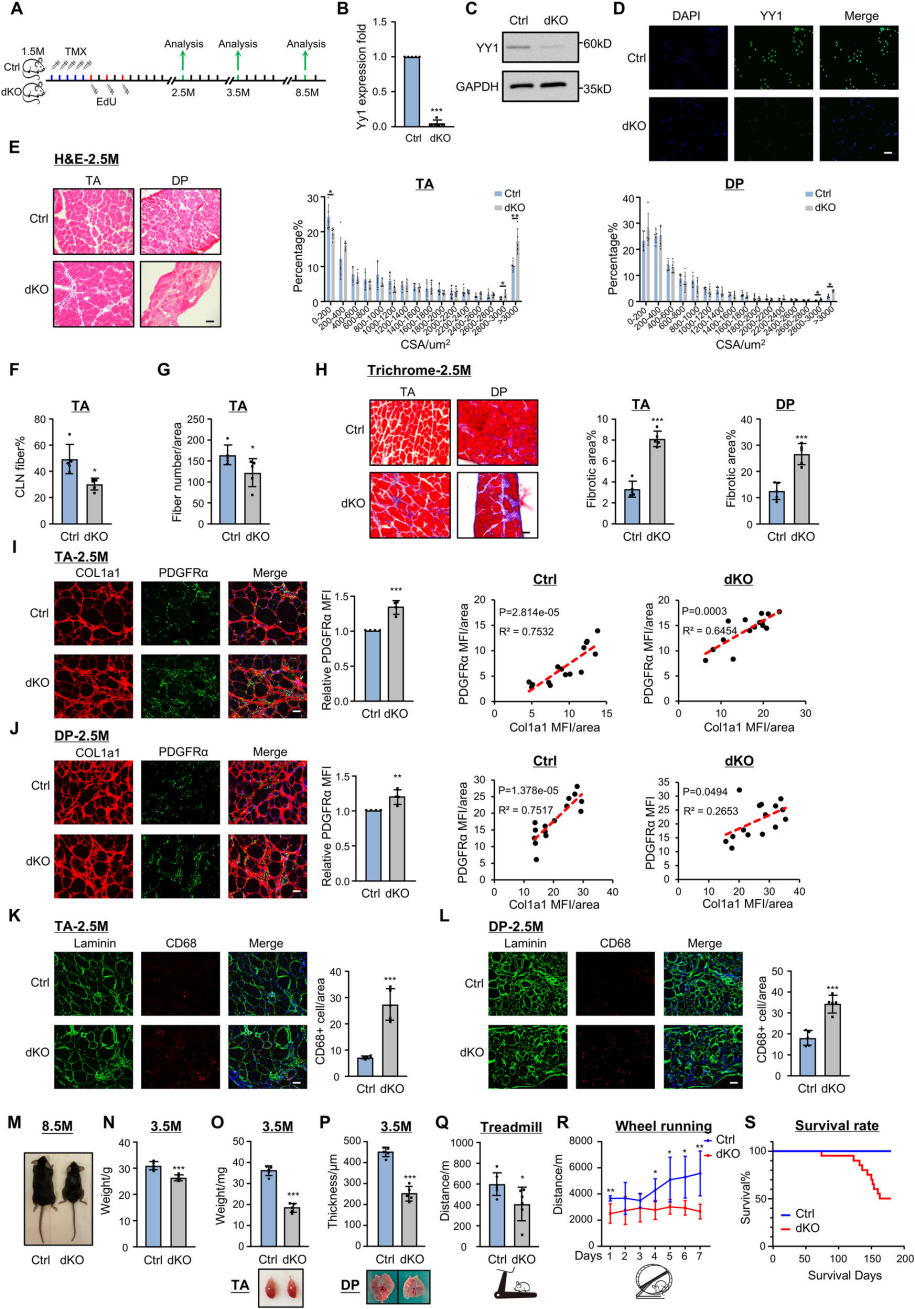
Inducible deletion of YY1 in MuSCs aggravates muscle dystrophy in *mdx* mouse. **A** Schematic of the experimental design for analyzing dystrophic phenotypes in Ctrl and dKO mice. Validation of YY1 ablation in dKO MuSCs by RT–qPCR (**B**), Western blot (**C**), and IF staining (**D**), *n* = 5 mice. *p* = 0.0000014 (**B**). **E** H&E staining of TA and DP muscles collected from the Ctrl and dKO mice at the age of 2.5 M. Distribution of fiber size is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.034, 0.022, 0.044, 0.00015. **F**, **G** Quantification of fibers with central-localized nuclei (CLN) and fiber numbers, *n* = 5 mice. *p* = 0.0041 (**F**), 0.0047 (**G**). **H** Masson’s Trichrome staining on the above muscles. Quantification of fibrotic areas is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.0000076, 0.00075. **I**, **J** IF staining of Collagen1a1 (COL1a1, red) and PDGFRα (green) on the above muscles. Mean fluorescence intensity (MFI) and correlation of COL1a1 and PDGFRα MFI were calculated. Scale bar: 50 μm, *n* = 4 mice. *p* = 0.028 (**I**), 0.0055 (**J**). **K**, **L** IF staining of DAPI (blue), Laminin (green) and CD68 (red) on the above muscles. Quantification of the number of CD68+ cells per area. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.000074 (**K**), 0.00013 (**L**). **M** Representative images of Ctrl and dKO mice at the age of 8.5 M. **N**–**P** Quantification of body weight, TA muscle weight and DP muscle thickness in the 3.5 M mice, *n* = 5 mice. *p* = 0.00075 (**N**), 0.0000014 (**O**), 0.0000051 (**P**). **Q** The running distance until exhaustion of the above mice subject to treadmill running, *n* = 5 mice. *p* = 0.038. **R** The daily running distance of the above mice subject to voluntary wheel-running, *n* = 4 mice. *p* = 0.0094, 0.018, 0.033, 0.014, 0.0069. Created in BioRender.com. **S** Survival rate of Ctrl and dKO mice before 6-month-old, *n* = 10 mice. All the bar graphs are presented as mean ± SD, paired two-sided Student’s *t* test (**B**, **I**, **J**) and unpaired two-sided Student’s *t* test (**E**–**H**, **K**, **L**, **N**–**R**) were used to calculate the statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

### Intrinsic deletion of YY1 in MuSCs alters their niche in dystrophic muscle

We hypothesized that YY1 deletion in MuSCs exacerbates dystrophic phenotypes possibly by increasing the numbers of MPs and FAPs in the niche microenvironment while shrinking the MuSC pool. To test this hypothesis, MuSCs, FAPs and MPs were isolated from limb muscles at 5, 21, and 60 days after TMX administration (Fig. 2A) following established FACS sorting protocols^12,40,41^ (Supplementary Fig. 2A–C). As expected, we observed a progressive decline of MuSCs in the dKO but not in the Ctrl (Fig. 2B). Meanwhile, FAPs (Fig. 2C) and MPs (Fig. 2D) were increased at later stages (21- and 60-days post TMX injection), particularly at 21 days. The above results suggest that the intrinsic deletion of YY1 in MuSCs leads to skewed cellular composition in *mdx* mouse muscle.

**Fig. 2:**
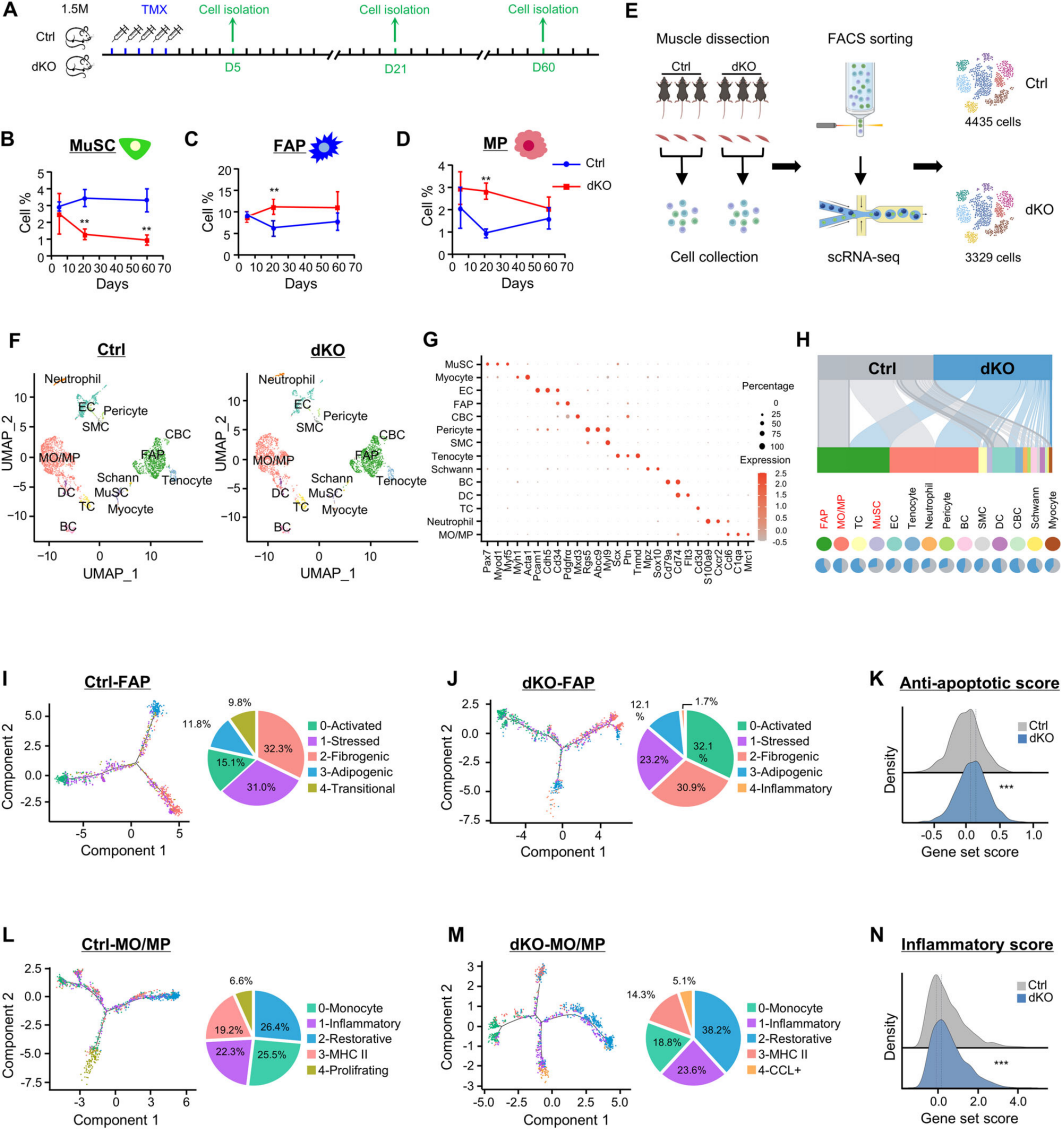
Intrinsic deletion of YY1 in MuSCs alters cellular microenvironment in dystrophic muscle. **A** Schematic of the experimental design for analyzing MuSC, FAP, and MP populations in Ctrl and dKO mice. **B**–**D** The percentages of isolated MuSCs, FAPs, and MPs from Ctrl and dKO mice at 5, 21 and 60 days after TMX administration, *n* = 9 mice. *p* = 0.0034, 0.0055 (**B**); 0.0085 (**C**); 0.0013 (**D**). **E** Schematic of scRNA-seq experimental design (created in BioRender.com). Mononuclear cells from three pairs of Ctrl and dKO mice were combined for FACS sorting and living cell selection. A total of 4435 and 3329 living cells from Ctrl and dKO mice were identified respectively. **F** scRNA-seq was performed in the whole muscle from three pairs of Ctrl and dKO mice. Uniform manifold approximation and projection (UMAP) is shown to visualize variation in single-cell transcriptomes. Unsupervised clustering resolved at least 14 cell types (color coded). **G** Dot plot showing the expression signatures of representative marker genes for each cell type. **H** Top: Sankey plots showing the distribution of Ctrl and dKO cells across different cell types. Bottom: pie plots showing the relative cell proportion between Ctrl and dKO groups across different cell types. **I**, **J** Left: pseudotime trajectory inference of the identified FAP subpopulations in Ctrl and dKO. Right: pie charts showing the relative cell proportion of each subtype. **K** Ridge map showing the global distribution density of anti-apoptotic of Ctrl and dKO FAPs. The corresponding dashed line represents the peak position of each group. *p* = 0.0000028. **L**, **M** Left: pseudotime trajectory inference of the identified MO/MP subpopulations in Ctrl and dKO. Right: pie charts showing the relative cell proportion of each subtype. **N** Ridge map showing the global distribution density of inflammatory scores of Ctrl and dKO MO/MP. The corresponding dashed line represents the peak position of each group. *p* = 0.00000000000000022. All the bar graphs are presented as mean ± SD, unpaired two-sided Student’s *t* test was used to calculate the statistical significance (**B**–**D**, **K**, **N**): *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

To further illuminate the altered muscle niche we performed single cell (sc) RNA-seq. As shown in Fig. 2E, hind limb muscles were collected from three pairs of Ctrl or dKO mice (1 month after TMX injection); a mixed single-cell suspension from the three mice was subject to droplet-based scRNA-seq on a 10x Chromium platform. After filtering (cells with fewer than 200 genes and 1000 unique molecular identifiers (UMIs) detected or with more than 5% of UMIs mapped to mitochondrial genes, Supplementary Fig. 2D–H) and doublet removal (Supplementary Fig. 2I), 4335 and 3329 cells were obtained from Ctrl and dKO groups (Supplementary Fig. 2J) for subsequent analyses. A comprehensive definition of cellular atlas uncovered a total of 14 different cell populations including monocyte/macrophage (MO/MP), FAP, endothelial cell (EC), tenocyte, T cell (TC), B cell, smooth muscle cell, dendritic cell, MuSC, neutrophil, cycling basal cell (CBC), myocyte, pericyte and Schwann cell (Fig. 2F) based on normalized gene expression levels and canonical cell type-specific markers (Fig. 2G, Supplementary Fig. 1K, and Supplementary Data 2). Notably, FAP, MO/MP were the major cell populations in the niche, making up over 60% of the total cells in both Ctrl and dKO (Fig. 2H). Consistent with the results from Fig. 2B, C, a significantly increased population of FAPs was detected in dKO vs. Ctrl (35.9% vs. 26.4%) accompanied by a reduced population of MuSCs (1.2% vs. 3.3%). Interestingly, no obvious increase in the number of MO/MP was observed (38.0 % vs. 38.2%). The ratio of most cell populations, including EC (7.2% vs. 12.6%), neutrophil (1.1% vs. 2.6%), and pericyte (0.9% vs. 2.1%), displayed a decrease in dKO vs. Ctrl (Fig. 2H, Supplementary Data 2).

To further illuminate the dynamic shifts of FAPs, pseudotime trajectory was utilized to reveal the cellular heterogeneity and fate determination. Unbiased SNN clustering^42^ uncovered five subpopulations of FAPs in Ctrl group and designated as 0-Activated, 1-Stressed, 2-Fibrogenic, 3-Adipogenic and 4-Transitional according to differentially expressed genes (DEGs) (Fig. 2I, Supplementary Fig. 2L, Supplementary Data 2). Activated FAPs localized toward the starting point of the trajectory, which were marked by the expression of *Cxcl5*, *Cxcl3*, *Ccl7*, and *Ccl2*; Stressed FAPs did not appear to have any spatial bias, and were enriched with stress-responsive genes such as heat shock genes (Hspb1, Hspd1, Hspe1) and AP-1 family transcription factors (*Fos*, *Atf3*, *Jun*); Fibrogenic (enriched with ECM factors, *Cxcl14*, *Lum*, *Smoc2*, *Podn*) and Adipogenic FAPs (enriched with adipogenic factors, *Pi16*, *Dpp4*, *Igfbp5)* (Supplmentary Fig. 2L) highlighted the main divergent fates of two FAP subpopulations in the trajectory. Transitional FAPs appeared on the path from the Activated to Fibrogenic/Adipogenic FAPs, marked with *Apod*, *Ptx3*, *Myoc* and *Mt1* genes. As a comparison, above-described five subsets of FAPs were also identified in dKO muscles including 0-Activated, 1-Stressed, 2-Fibrogenic, 3-Adipogenic and 4-Inflammatory (Fig. 2J, Supplementary Fig. 2M, and Supplementary Data 2). And a similar trajectory was adopted: starting from the Activated state, dKO FAPs were arranged along a trajectory that diverged into two distinct branches, which coincided with the two subpopulations, Fibrogenic and Adipogenic (Fig. 2J). Notably, the proportion of the Activated subset increased significantly in dKO vs. Ctrl (32.1% vs. 15.1%), while the Stressed subset displayed a decrease (23.2% vs. 31.0%) (Fig. 2I, J). According to a previous study^43^, activated FAPs emerge in the early stage of muscle injury, therefore the phenomenon was in line with the delayed regeneration in dKO. Meanwhile, stressed FAPs were enriched with heat shock genes, which were closely related to cellular apoptosis^44,45^, suggesting resistance to apoptosis in the dKO FAPs. Indeed, a significantly higher anti-apoptotic score (defined by anti-apoptotic gene set, Supplmentary Data 2) was measured in dKO vs. Ctrl FAPs (0.16 vs. 0.08) (Fig. 2K) alongside a decreased apoptotic score (Supplementary Fig. 2N, Supplementary Data 2). The above results suggest that enhanced apoptosis resistance may explain the elevated FAP population in dKO muscle niche. It is also interesting to point out that an inflammatory FAP subset, marked by elevated expression of phagosome and chemokine pathway related genes, was identified exclusively in dKO but not in Ctrl group (Fig. 2I, J, Supplementary Fig. 2L, M).

When examining MO/MP subpopulations and heterogeneity, we identified five subsets in Ctrl muscle defined as 0-Monocyte, 1-Inflammatory, 2-Restorative, 3-MHC II, 4-Proliferating (Fig. 2L, Supplementary Fig. 2O, Supplementary Data 2)^43,46^. Monocytes were characterized by highly expressed *Cxcl3*, *Vcan* and *Chil3*; Inflammatory MPs were enriched for *Spp1*, *Fabp5* and *Cd36*; Restorative MPs expressed high levels of *C1qa*, *C1qb*, and *C1qc*; MHC II MPs harbored an abundance of *H2-Aa*, *H2-Eb1*, and *H2-Ab1*; The Proliferating subset was distinguished by highly expressed cell cycle and cell division related genes such as *Ccna2*, *Ccnb2*, *Cdk1*, *Cdc20*, *Cdca3*, *Cdca8* (Supplementary Fig. 2O). In dKO, Monocyte, Inflammatory, Restorative, MHC II but not Proliferating subsets were identified; interestingly, a unique subpopulation with highly induced CCL family genes (*Ccl7*, *Ccl4*, *Ccl2*, *Ccl8*, *Ccl6*, *Ccl24*, *Ccl3*) was detected and named CCL+ MPs (Fig. 2M and Supplementary Fig. 2P). When the pseudotime trajectory was analyzed, we found that in Ctrl (Fig. 2L) Monocytes plotted tightly together at the initial position of the trajectory line, followed by bifurcation into Restorative and Proliferating MPs. Inflammatory and MHC II MPs were distributed along the line between Monocyte and Restorative MPs. A distinct trajectory was plotted in dKO (Fig. 2M): starting from Monocyte, the line diverged into three branches, Restorative, MHC II, CCL+; Inflammatory mainly located along the two lines between Monocyte and Restorative/CCL+. The proportions of both Inflammatory and Restorative were increased in dKO vs. Ctrl (23.6% vs. 22.3%, 38.2% vs. 26.4%), but the MHC II MPs showed a decline (14.3% vs. 19.2%) (Fig. 2L, M); the dKO specific CCL+ cells displayed enhanced inflammatory features (enriched for *Rsad2*, *Ifit1* and *Tnf*) while the Ctrl specific Proliferating subset exhibited neutrophil-like scavenger characteristics (enriched for *S100a8*, *Camp* and *Ngp*). Altogether, the above results support that the inflammatory niche is skewed in dKO muscle. Consequently, by comparing the inflammatory score (defined by inflammatory gene set, Supplementary Data 2), a significant elevation was detected (0.16 vs. −0.08) (Fig. 2N). Altogether, scRNA-seq results show that the intrinsic deletion of YY1 in MuSCs leads to niche remodeling primarily by altered FAP and MP compositions.

### Intrinsic deletion of YY1 in MuSCs enhances their crosstalk with MPs via CCL5/CCR5 axis

To delineate the molecular mechanism underlying the cellular composition changes in dKO muscles, bulk RNA-seq was performed on freshly isolated MuSCs from six pairs of Ctrl or dKO mice (Fig. 3A, Supplementary Data 3). A total of 1090 genes were up-regulated and 1527 down-regulated in dKO compared with Ctrl (Fig. 3B and Supplementary Data 3). Strikingly, Gene Ontology (GO) analysis revealed that the up-regulated genes were highly enriched for immune related terms such as “immune system process”, “innate immune response” etc. (Fig. 3C and Supplementary Data 3), suggesting an immune-like nature of dKO cells. Conversely, genes associated with “cell cycle” and “cell division” were predominantly down-regulated (Fig. 3D and Supplementary Data 3), aligning with the detected reduced proliferative capacity of dKO MuSCs (Supplementary Fig. 1D, E and Supplementary Data 3). A detailed examination of the up-regulated genes highlighted the induction of numerous pro-inflammatory mediators, particularly those facilitating MPs infiltration into injured tissue, such as a panel of chemoattractants from CCL family, *Ccl5*, *Ccl25*, *Ccl2*, *Ccl7*, *Ccl3* (Supplementary Fig. 3A, B and Supplementary Data 3)^26,47,48^. Among these factors, *Ccl5* gene induction was robustly detected in dKO MuSCs (Fig. 3E, 2.58-fold, Supplementary Fig. 3C–E) accompanied by the protein induction (Fig. 3F, 72.89% vs. 3.55%) and secretion (Fig. 3G); a gradually increased amount of CCL5 protein was also detected in dKO muscles after TMX injection (Fig. 3H). It is known that enriched ligands can promote the up-regulated receptor expression in cells^49^; expectedly, we found an escalated amount of *Ccl5* receptor *Ccr5* mRNA and protein in dKO muscles (Fig. 3I). Moreover, co-localization of CCL5 and CCR5 proteins were detected (Fig. 3J). CCL5/CCR5 axis is known to play an important role in chemoattracting MPs^50–52^, consistently, we found *Ccr5* was mainly expressed by MPs (Supplementary Fig. 3F) and a significantly increased expression was detected in dKO MPs (Supplementary Fig. 3G) by analyzing the scRNA-seq data, which was further confirmed in the isolated MPs from TMX-1M muscle (Fig. 3K). Moreover, IF staining showed that most of the Ctrl and dKO MPs were CCR5+ cells (>95%, Supplementary Fig. 3H). Altogether, these findings suggest that CCL5 induction in dKO MuSCs enhances MP recruitment via a CCL5/CCR5 axis. To further test this, transwell assay was performed by seeding MuSCs from Ctrl or dKO underneath the transwell insert and bone marrow derived macrophages (BMDMs, Supplementary Fig. 3I) on the top (Fig. 3L). As expected, a much higher number of migrated BMDMs were detected in dKO vs. Ctrl (113.3 vs. 79.4, Fig. 3L), indeed confirming the enhanced recruiting ability of dKO MuSCs. To validate the role of CCL5/CCR5 axis in mediating the recruitment, we found that BMDM attraction by dKO cells was significantly attenuated by neutralization of CCL5 (Fig. 3M) or CCR5 (Fig. 3N) with antibodies. Altogether, the above findings demonstrate that intrinsic loss of YY1 transforms MuSCs into immune-secretory and endows its heightened ability to crosstalk and recruit MPs to the niche microenvironment via the CCL5/CCR5 axis.

**Fig. 3:**
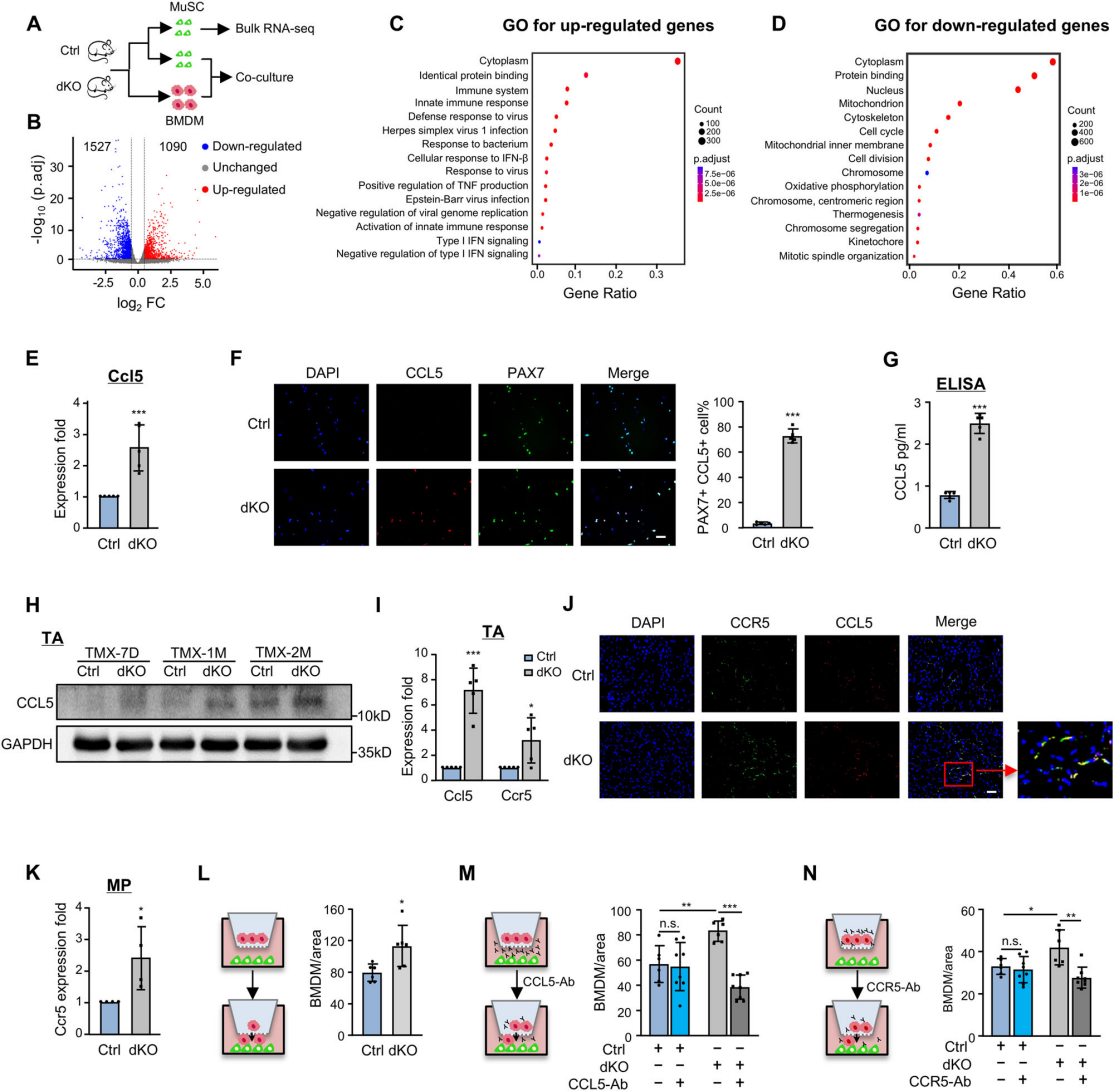
Intrinsic deletion of YY1 in MuSC induces enhanced crosstalk between MuSC and MP via CCL5/CCR5 axis. **A** Schematic of the experimental design for testing MuSC/MP interaction in Ctrl and dKO mice. **B** Differentiability expressed genes (DEGs) were identified from the RNA-seq profiling in Ctrl vs dKO MuSCs using Log_2_FC > 0.5 as a cut-off. **C**, **D** GO analysis of the above identified 1090 up and 1527 down-regulated DEGs. **E** RT-qPCR detection of *Ccl5* mRNA in freshly isolated MuSCs form Ctrl and dKO, *n* = 5 mice. *p* = 0.0086. **F** IF staining of CCL5 protein in freshly isolated MuSCs from Ctrl and dKO. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.0000000031. **G** ELISA detection of secreted CCL5 protein from Ctrl and dKO MuSCs, *n* = 5 mice. *p* = 0.00000036. **H** Western blot detection of CCL5 protein in TA muscles of Ctrl and dKO at the designated times after TMX administration. **I** RT-qPCR detection of *Ccl5* and *Ccr5* mRNAs in Ctrl and dKO TA muscles, *n* = 5 mice. *p* = 0.0015, 0.0498. **J** IF staining of CCL5 and CCR5 proteins on TA muscle sections of Ctrl and dKO. Co-localization of CCL5 and CCR5 is shown in the red frame. Scale bar: 50 μm, *n* = 5 mice. **K** RT-qPCR detection of *Ccr5* mRNA in MPs freshly isolated from Ctrl and dKO, *n* = 4 mice. *p* = 0.032. **L** BMDMs were isolated from *mdx* mice and co-cultured with MuSCs from Ctrl and dKO in transwell. Quantification of migrated BMDMs is shown, *n* = 6 mice. *p* = 0.015. **M**, **N** CCL5 or CCR5 antibody was added to the above transwell. Quantification of migrated BMDMs is shown, *n* = 6 mice. *p* = 0.0026, 0.00000073 (**M**); 0.035, 0.0016 (**N**). All the bar graphs are presented as mean ± SD, unpaired one-sided Student’s *t* test (**B**), paired two-sided Student’s *t* test (**E**, **I**, **K**), unpaired two-sided Student’s *t* test (**F**, **G**, **L**–**N**) and one-sided Fisher’s exact test (**C**, **D**) were used to calculate the statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

### TGFβ1 enrichment in the niche causes FAP accumulation in dKO muscle by inhibiting apoptosis

To further elucidate the underlying cause for increased FAPs in dKO muscle, we examined if the dKO FAPs possess apoptosis resistance as suggested by Fig. 2K. PDGFRα + FAPs were isolated from Ctrl and dKO mice and used for TUNEL staining (Fig. 4A). As expected, a significant reduction (32.5%) of TUNEL+ cells was observed in dKO vs. Ctrl (Fig. 4B), confirming the resistance to apoptosis of dKO FAPs. This was further supported by co-staining of TUNEL and PDGFRα on TA (Fig. 4C) or DP (Fig. 4D) muscles, showing a substantial decrease (26.3%, 9.3%) of apoptotic FAPs in dKO. We also examined the proliferative ability of FAPs by EdU staining (Fig. 4A); no significant difference of EdU+ cells was detected when the assays were conducted on in vitro cultured (Fig. 4E, Supplementary Fig. 4A, B) and in vivo isolated (Fig. 4F, Supplementary Fig. 4C, D) FAPs from Ctrl or dKO mice. Moreover, the fibrogenic and adipogenic differentiation abilities of FAPs were examined. Elevated α-SMA protein (Supplementary Fig. 4E) and mRNA (Supplementary Fig. 1F) were detected in dKO TA muscle, indicating increased fibrogenic differentiation propensity. However, adipogenic assessment by Oil red O staining or marker gene expressions showed no significant difference (Supplementary Fig. 4F, G). Altogether, these results demonstrate that the accumulation of FAPs in dKO muscle mainly arises from the mitigated apoptosis thus the enhanced survival and the increased fibrogenic differentiation may exacerbate the fibrosis. To assess if direct crosstalk from MuSCs impacts FAP apoptosis and proliferation in dKO muscle niche (Fig. 4A), MuSCs from Ctrl or dKO mice were co-cultured with FAPs (isolated from Ctrl mice) for 24 hours (Fig. 4G) and there were no significant changes in apoptosis by TUNEL staining (Fig. 4H) or proliferation by Ki67 staining (Fig. 4I), suggesting that MuSCs may exert negligible direct impact on FAPs.

**Fig. 4:**
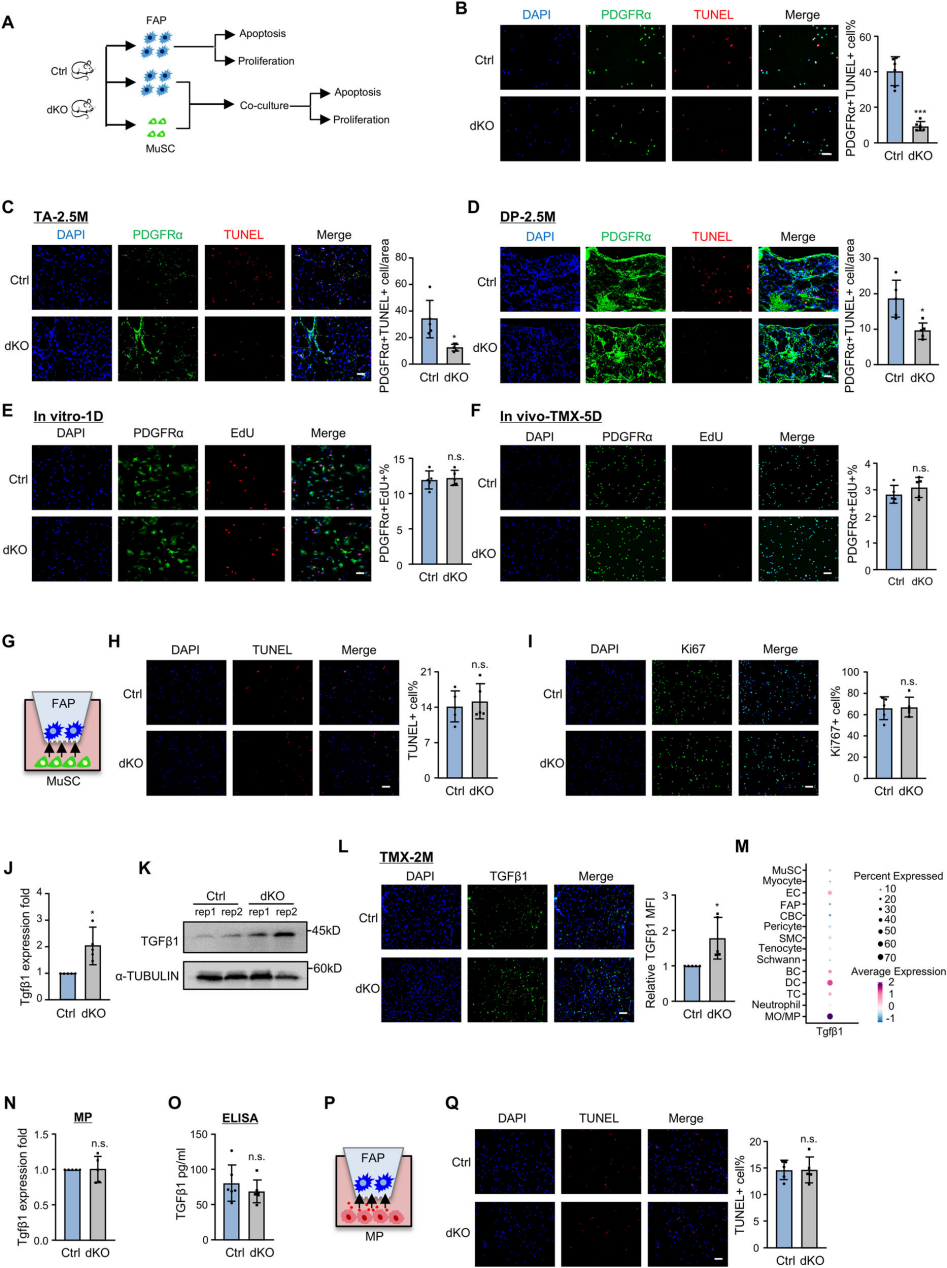
TGFβ1 enriched niche inhibits FAP apoptosis and causes FAP accumulation in dKO muscle. **A** Schematic of the experimental design for testing FAP/MuSC interaction in Ctrl and dKO mice. **B** TUNEL staining of FAPs isolated from Ctrl and dKO muscles. The percentage of TUNEL+ cells is shown. Scale bar: 50 μm, *n* = 6 mice. *p* = 0.0000041. **C**, **D** TUNEL and PDGFRα staining of TA or DP muscles from Ctrl and dKO mice. The percentage of TUNEL + PDGFRα+ cells is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.0084 (**C**), 0.0095 (**D**). **E** EdU staining of 1D-in vitro cultured FAPs. The percentage of EdU+ cells is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.70. **F** EdU and PDGFRα staining of freshly isolated FAPs from TMX-5D mice. The percentage of EdU+ PDGFRα+ cells is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.28. **G** Schematic of MuSCs and FAPs co-culture experiment. **H** TUNEL staining of above co-cultured FAPs. The percentage of TUNEL+ cells is shown. Scale bar: 100 μm, *n* = 5 mice. *p* = 0.64. **I** Ki67 staining of the above co-cultured FAPs. The percentage of Ki67+ cells is shown. Scale bar: 100 μm, *n* = 5 mice. *p* = 0.088. **J**, **K** RT-qPCR and Western blot detection of TGFβ1 mRNA and protein in TA muscles, *n* = 5 mice. *p* = 0.030. **L** IF staining of TGFβ1 and quantification of MFI in TMX-2M TA muscles. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.041. **M** Bar plot showing the *Tgfβ1* expression in cells. **N** RT-qPCR detection of *Tgfβ1* expression in Ctrl and dKO MPs, *n* = 5 mice. *p* = 0.996. **O** ELISA detection of secreted TGFβ1 protein from Ctrl and dKO MPs, *n* = 6 mice. *p* = 0.38. **P** Schematic of MPs and FAPs co-culture experiment. **Q** TUNEL staining of above co-cultured FAPs. The percentage of TUNEL+ cells is shown. Scale bar: 50 μm, *n* = 5 mice. *p* = 0.996. All the bar graphs are presented as mean ± SD, paired two-sided Student’s *t* test (**J**, **L**, **N**) and unpaired two-sided Student’s *t* test (**B**–**F**, **H**, **I**, **O**, **Q**) were used to calculate the statistical significance: *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

We then sought to test the possibility that enhanced FAP survival in dKO muscle may be caused by increased TGFβ1 level since it was recently demonstrated that highly expressed TGFβ1 prevented FAP apoptosis and promoted their differentiation into matrix-producing cells, contributing to fibrosis in dystrophic muscle^29^. No obvious difference in TGFβ1 expression was detected in dKO vs. Ctrl muscles at TMX-7D (Supplementary Fig. 4H), but a significant induction was observed at later stages (TMX-14D, Supplementary Fig. 4I; TMX-2M, Fig. 4J–L), indicating the gradual accumulation of TGFβ1 in the muscle niche after YY1 deletion which is concomitant with FAP increase. According to previous reports^29,40,53^, the predominant contributor of TGFβ1 in dystrophic muscle is MPs, indeed, analyzing our scRNA-seq data uncovered MPs as the main source of TGFβ1 (Fig. 4M). To further investigate whether the elevated TGFβ1 is a result of increased level of secretion or number of MPs, we found no difference in TGFβ1 expression (Fig. 4N) or secretion (Fig. 4O) when the same number of MPs from Ctrl or dKO were analyzed. To further test the impact of MP secreted TGFβ1 on FAP apoptosis, the same number of MPs from Ctrl or dKO mice were co-cultured with FAPs (isolated from Ctrl) for 24 h (Fig. 4P) and no significant change in apoptosis was detected by TUNEL staining (Fig. 4Q); but when a higher ratio of dKO cells (5:3, dKO: Ctrl, mimicking the in vivo situation) were used in the assay, FAPs displayed significantly decreased apoptosis (Supplementary Fig. 4J), suggesting that the enriched TGFβ1 accumulation in dKO muscle is more likely a direct result of the increased number of MPs. Altogether, these findings demonstrate that the heightened MP population results in elevated TGFβ1 level, which inhibits FAP apoptosis thus causes FAP accumulation to exacerbate fibrosis in dKO muscle.

### Inhibiting CCL5/CCR5 signaling axis with Maraviroc alleviates muscle dystrophy

Next, to investigate if inhibiting above-defined CCL5/CCR5 signaling can mitigate dystrophy in dKO mice, we treated Ctrl and dKO mice with MVC, a well-documented CCR5 antagonist^54,55^. IP administration of MVC in Ctrl and dKO mice was repeated every other day over 30 days at 2 mg/kg after which the TA muscles were isolated for subsequent analysis (Fig. 5A). The treatment did not affect the expression of CCL5 in MuSCs (Supplementary Fig. 5A, B) or TA muscles (Supplementary Fig. 5C), but significantly ameliorated the muscle phenotypes in dKO mice: the regeneration was elevated, evidenced by decreased abnormally larger fibers (Fig. 5B), increased fibers with CLN (Fig. 5C) and fiber numbers (Fig. 5D), accompanied by significantly tampered amount of fibrosis (Fig. 5E). As expected, a concomitant decline of the numbers of FAPs and MPs was observed in the dKO muscle niche (Fig. 5F–H), accompanied by decreased TGFβ1 expression (Supplementary Fig. 5D, E), but the number of MuSCs did not show any obvious increase (Fig. 5F).

**Fig. 5:**
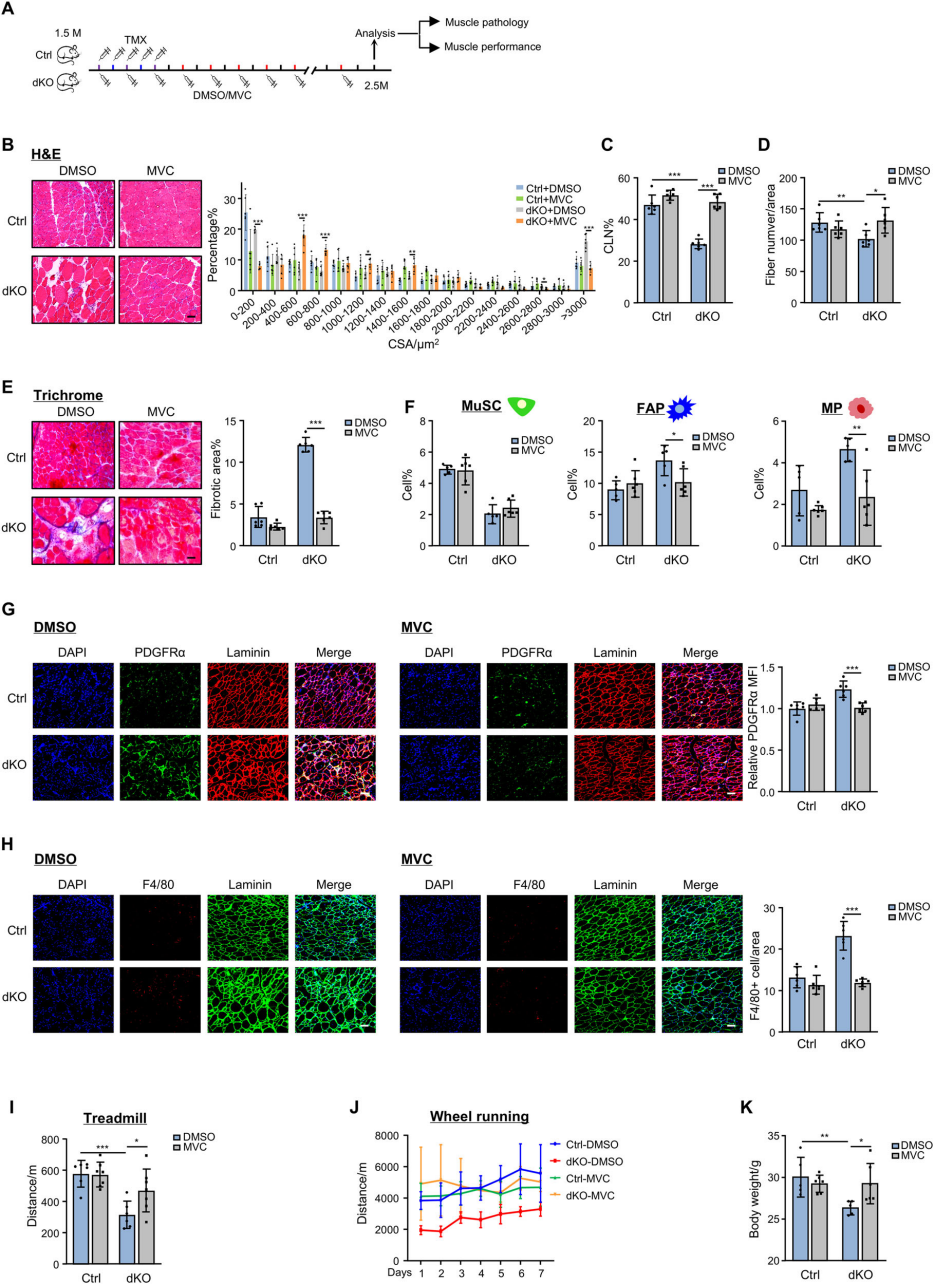
Targeting CCL5/CCR5 axis with MVC alleviates muscle dystrophy. **A** Schematic of the DMSO or MVC treatment and assessment in six pairs of male Ctrl and dKO mice. **B** H&E staining of TA and DP muscles collected from the Ctrl and dKO mice at the age of 2.5 M. Distribution of fiber size is shown. Scale bar: 50 μm, *n* = 6 mice. *p* = 0.00000000061, 0.000051, 0.000061, 0.032, 0.0048, 0.000016. **C** Quantification of CLN+ fibers in the above-stained muscles, *n* = 6 mice. *p* = 0.0000049, 0.00000036. **D** Quantification of fiber numbers per area of the above-stained muscles, *n* = 6 mice. *p* = 0.0096, 0.013. **E** Masson’s Trichrome staining on the above muscles. Quantification of fibrotic areas is shown. Scale bar: 50 μm, *n* = 6 mice. *p* = 0.0000000044. **F** Flow cytometry detection of MuSC, FAP, and MP population in Ctrl and dKO mice after the treatment, *n* = 5 mice. *p* = 0.038, 0.0056. **G** IF staining of DAPI (blue), PDGFRα (green), and Laminin (red) was performed on TA muscles of Ctrl and dKO mice after the treatment. The quantification of MFI of PDGFRα is shown. Scale bar: 50 μm, *n* = 6 mice. *p* = 0.00078. **H** IF staining of DAPI (blue), F4/80 (red), and Laminin (green) was performed on TA muscles of Ctrl and dKO mice after the treatment. The quantification of F4/80+ cell number per area is shown. Scale bar: 50 μm, *n* = 6 mice. *p* = 0.000015. **I** The running distance until exhaustion of the above mice subject to treadmill running is shown, *n* = 6 mice. *p* = 0.00037, 0.037. **J** The daily running distance of the above mice subject to voluntary wheel-running is shown, *n* = 6 mice. **K** Body weight of Ctrl and dKO mice after the treatment, *n* = 5 mice. *p* = 0.0010, 0.031. All the bar graphs are presented as mean ± SD, unpaired two-sided Student’s *t* test was used to calculate the statistical significance (**B**–**I**, **K**): *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

Consistently, the treated mice displayed significantly improved muscle function when subject to treadmill or voluntary wheel-running exercises. The endurance of dKO mice was notably recovered in the treadmill experiment (Fig. 5I). The treated dKO mice also demonstrated increased engagement in voluntary wheel-running, with a consistent increase in running distance over time (Fig. 5J). The overall morphology and health state of the dKO mice were improved by the treatment showing a significantly restored body weight (Fig. 5K). Altogether, these results further underpin the importance of CCL5/CCR5 signaling axis in muscle dystrophy and highlight the possibility of targeting this axis to modulate muscle niche and decelerate disease progression.

### YY1 controls *Ccl5* expression in MuSC via regulating 3D E-P loop interaction

To answer how intrinsic YY1 deletion in MuSCs induces *Ccl5* expression, YY1 ChIP-seq was employed to map YY1 bound genes in freshly isolated MuSCs from *mdx* mice (Fig. 6A). 

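ChIP-seq recovers the DNA bound by a protein with an antibody and sequences it, so that bound sites appear as pileups of DNA fragments. MuSCs freshly isolated from 20 Ctrl mdx mice were mixed, which gave 1 YY1 ChIP library. It was compared with 1 background library, called input in Supplementary Data 4 and IgG in the Methods, which was not analysed here. There are no replicates, so no value from this experiment carries an error between mice or libraries, and intervals given for shares cover counting error only. The authors trimmed and filtered the reads, mapped them to the mouse genome (mm10, the same sequence as GRCm38), kept non-redundant reads and called peaks with MACS2. The deposited peak list gives for each peak its position and summit, the fold enrichment over the local background, and −log10 of its p-value and q-value. For the depth, the most frequent local background in the list, 1.54 fragments at 1370 peaks (29.3%), was taken as the genome-wide level of MACS2. With the narrowest peak width, 215 bp, as the fragment length and MACS2's preset size of the mouse genome, it corresponds to 13357713 fragments. The paper's reporting summary gives 13357709 uniquely mapping reads, and the paper's Supplementary Data 4 gives 14500000 clean reads for the YY1 library, a rounded number. The deposited values use the former depth. From there, each peak was placed by its summit against the transcript start sites of the GENCODE basic annotation of GRCm38, and the reference sequence around summits was searched for the YY1 motif. The promoter window, the start sites used, a limit on the fold enrichment and the form of the motif are choices that changed the values.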

A total of 4681 YY1 binding sites were identified with a canonical YY1 binding motif “AANATGGC” (Fig. 6B and Supplementary Data 4). 

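The deposited list holds 4681 peaks with widths from 215 to 4308 bp and a median of 354 bp. Their fold enrichment ranged from 1.49 to 14.4 with a median of 5.10. A stricter limit on the fold enrichment, at least 5, left 2524 peaks, the lowest number among the thresholds tried. The motif AANATGGC, on either strand and within 100 bp of the summit, was present in 310 of the 4678 peaks with a complete reference sequence, which is 6.63% (95% exact binomial interval 5.93% to 7.38%). In windows of the same size centred 2000 bp to each side of the summits and overlapping no peak, 321 of 9235 held it, or 3.48% (3.11% to 3.87%). The share at summits was 1.91 times the share in these flanking windows (95% interval 1.64 to 2.22, p = 2.05e-16, two-sided Fisher's exact test, which compares sequence windows of 1 peak list and not replicates). Against the same windows with their dinucleotides shuffled, the ratio was 7.56. The core ATGGC alone was as frequent at summits (29.9%) as in flanking windows (30.2%), with a ratio of 0.990 (p = 0.725, two-sided Fisher's exact test). With G at its open position, as AAGATGGC, the motif was found at 3.61% of summits and 1.25% of flanking windows. Of the peaks in promoters 7.35% carried AANATGGC, against 1.84% of the 380 peaks in gene bodies and 3.33% of the 330 intergenic peaks.

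**Figure D1:**
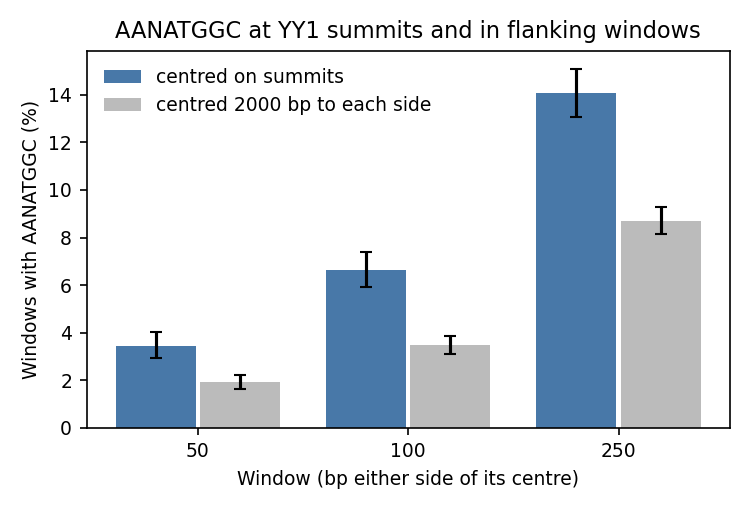
Share of windows with AANATGGC on either strand (y axis, %) in windows of 50, 100 and 250 bp either side of their centre (x axis), centred on YY1 summits (blue) or 2000 bp to each side (grey), with 95% exact binomial intervals as error bars. At each window size the share at summits lies above the share in flanking windows, with 3.46%, 6.63% and 14.1% at summits.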

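With a promoter taken as 1000 bp either side of a transcript start site, 3971 of the 4681 summits, or 84.8% (95% exact binomial interval 83.8% to 85.8%), lay in a promoter. A further 380 (8.12%, interval 7.35% to 8.94%) lay in an annotated gene outside promoters, and 330 (7.05%, interval 6.33% to 7.82%) in neither. The median distance of a summit from the nearest start site was 123 bp, and 2054 summits (43.9%) lay within 100 bp of one. Of the alternatives that changed 1 choice, a promoter window of 1000 bp upstream to 100 bp downstream moved the shares in promoters and gene bodies most, to 66.7% and 26.1%, and counting only protein-coding genes moved the intergenic share most, to 10.9%. More than 100 and up to 1000 bp downstream of the nearest start site lay 1126 summits (24.1%). The peak with the highest fold enrichment, 14.4, lay on chromosome 11 from 107783957 to 107785379 inside Cacng4, and 45.7% of its 50-base stretches occur more than once in the genome. It was followed by a peak of 13.4 on chromosome 17 from 35134936 to 35135564, whose summit lay 97 bp downstream of a start site of Bag6. The next, also of 13.4, lay on chromosome 5 from 121545480 to 121546143 at the start sites of Mapkapk5 and Adam1a. A peak of 12.7 on chromosome 6 from 47667823 to 47668488 lay between genes of this annotation, in a tandem array of Rn4.5s copies where every 50-base stretch of the peak is repeated. The fifth, with a fold enrichment of 12.1, lay on chromosome 11 from 86757450 to 86758279 at the start site of Cltc.

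**Figure D2:**
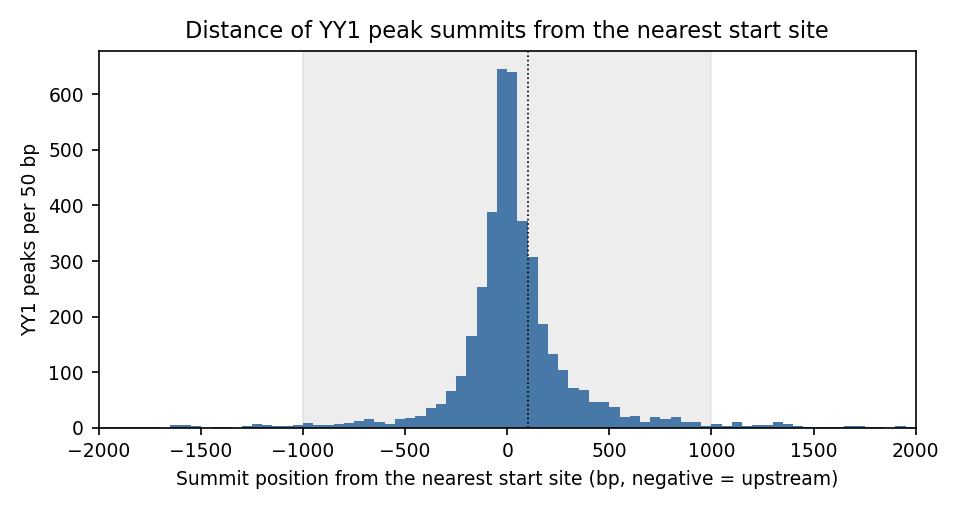
Number of YY1 peaks per 50 bp (y axis) by the position of the summit from the nearest transcript start site (x axis, bp, negative upstream). The grey band spans the promoter window of 1000 bp either side, which holds 84.8% of the summits, and the dotted line marks 100 bp downstream.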

Over half of the binding occurred in promoter regions (59%) while 29% and 12% in gene body and intergenic regions (Fig. 6C). 

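A gene was counted as bound by YY1 when a summit lay in the promoter window of any of its transcripts. By this rule 4985 genes were bound, of which 4119 (82.6%) are protein-coding, or 18.8% of the 21938 protein-coding genes of the annotation. Of the alternatives, keeping only peaks with a fold enrichment of at least 5 moved this number most, to 2956 genes. The database of GO terms was not analysed here, so no enrichment was computed. Supplementary Data 4 has sheets of GO terms for the up- and down-regulated YY1 targets, which are not all bound genes. These sheets name 49 genes under the term "histone modification", all chosen by the paper as YY1 targets. Each of the 49 had a peak in its promoter, with a median fold enrichment of 5.19. The highest among them were at Kansl3 (fold enrichment 9.86) and Jak2 (9.07). Under "mRNA processing" the sheets name 47 genes, all with a promoter peak, with a median fold enrichment of 5.30, and the highest were at Tra2b (7.49) and Prpf39 (7.33). These 4 genes were chosen after their values were seen. The Yy1 gene itself, on chromosome 12 from 108792973 to 108820148, had a promoter peak of fold enrichment 3.64.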

GO analysis revealed YY1 bound genes were enriched for a wide range of terms such as “histone modification” and “mRNA processing” etc. (Fig. 6D). Further integration with the RNA-seq identified DEGs (Fig. 3B) uncovered a total of 181 and 226 YY1 bound genes were up- and down-regulated in dKO vs. Ctrl MuSCs (Fig. 6E and Supplementary Data 4). 

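The lists of Supplementary Data 3 used here hold 1089 up-regulated and 1526 down-regulated rows, where the paper gives 1090 and 1527 genes. Whether the paper's numbers include a heading line is not known. Every row was matched to the annotation by its Ensembl identifier. The lists name 1085 and 1521 distinct genes. A promoter peak was present at 235 of the up-regulated genes (21.7%) and 274 of the down-regulated genes (18.0%). The lists are the paper's and the RNA-seq was not analysed here, so no test of the overlap was made. With peaks of a fold enrichment of at least 5 only, the numbers were 132 and 151, the largest change among the alternatives. The up-regulated gene with the strongest promoter peak was Adam1a, with 52 fragments over a background of 2.96 and a summit 431 bp upstream of its start site, at the peak it shares with Mapkapk5. Phf7 and Shld2, both on chromosome 14, followed with a fold enrichment of 11.0 each. Their peaks, from 31251165 to 31251705 and from 34310324 to 34310730, had 27 fragments over 1.54 and summits 119 and 167 bp upstream of the start sites. Among the down-regulated genes the strongest promoter peaks were at Clptm1 (fold enrichment 10.2, chromosome 7 from 19664965 to 19665420), Ppp4r3a (9.41, chromosome 12 from 101083468 to 101083969) and Mrpl12 (9.26, chromosome 11 from 120484470 to 120484828). The summits lay 157, 9 and 6 bp from their start sites. Of the chemokine genes that the paper names as induced in dKO MuSCs, Ccl25 had a promoter peak (chromosome 8 from 4324478 to 4325098, fold enrichment 5.12). The peaks nearest to Ccl2, Ccl7 and Ccl3 lay 746, 736 and 175 kb from their start sites. The peak nearest to Ccl3, in Taf15, is also the one nearest to Ccl5. In the paper's own RNA-seq and RT-qPCR tests, the changes of Ccl2, Ccl7 and Ccl3 were not significant.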

GO analysis revealed that the up-regulated targets were highly enriched for “Nucleus”, “Nucleoplasm” and “DNA binding” etc. while the down-regulated targets were related to “Nucleus”, “Nucleoplasm” and “Cell cycle” etc. 

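The sheet of up-regulated YY1 targets in Supplementary Data 4 lists 501 distinct gene symbols and the sheet of down-regulated targets 372, with 152 symbols in both. A promoter peak was found here for 471 symbols of the first sheet and 348 of the second. Of the 501 symbols, 48 are in the list of up-regulated genes of Supplementary Data 3 and 15 in its list of down-regulated genes. Of the 372, 51 are in the list of down-regulated genes and 13 in that of up-regulated genes. Symbols with both a promoter peak and a place in the list of the same direction numbered 44 for the up-regulated sheet and 43 for the down-regulated sheet.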

(Supplementary Fig. 4A, B and Supplementary Data 4). 

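Ccl5 lies on the minus strand of chromosome 11 from 83525778 to 83530518 (GRCm38), so that its start site is at 83530518. No peak summit lay within 1000 bp of this site, and none within 5000 bp, the widest window tried. In the region from 10 kb beyond the Taf15 start site to 10 kb beyond the Ccl5 start site, the list holds 1 peak, from 83474343 to 83474597, with its summit at 83474390. It lies in the first intron of Taf15, between exon 1 (83473092 to 83473206) and exon 2, which begins at 83481934. The summit is 1298 bp downstream of the Taf15 start site and 56.1 kb from that of Ccl5. Since Ccl5 is transcribed towards Taf15, the summit lies 51.4 kb beyond the 3′ end of Ccl5, with the gene Heatr9 between them. It had 9 fragments over a local background of 1.70 and a fold enrichment of 3.71. Its p-value in the deposited list, an exact Poisson chance from MACS2, was p = 1.19e-05, with q = 0.0216. Of the 4681 peaks, 12.1% had a lower fold enrichment and 4.38% a larger p-value. It passes a q-value limit of 0.05 but neither a limit of 0.01 nor a fold enrichment of at least 5, and the single library has no replicate to test it. The adjacent peaks of the list lie 603 kb away on the side away from Ccl5 and 490 kb away on the other. The reference sequence within 30 bp of the summit is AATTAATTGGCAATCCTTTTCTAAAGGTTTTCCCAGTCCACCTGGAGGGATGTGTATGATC, and 40% of the bases of the peak are G or C. Neither AANATGGC nor its core ATGGC occurs in the peak or within 100 bp of the summit, and none of the 21 stretches of 50 bases tested in it occurs elsewhere in the genome.

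**Figure D3:**
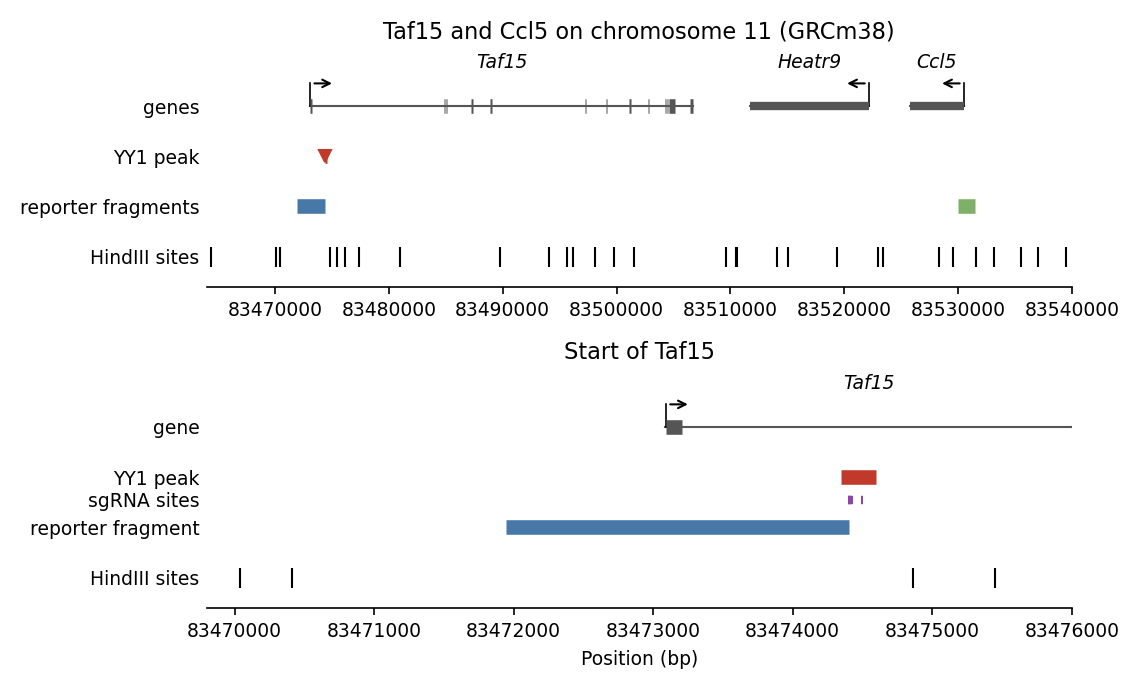
Maps of the Taf15 and Ccl5 region on chromosome 11 (x axis, position in bp, GRCm38), with the whole region above and the start of Taf15 below. Protein-coding genes are drawn with an arrow at the start site, Taf15 with its exons as boxes and Heatr9 and Ccl5 as 1 box each, the YY1 peak in red (a triangle at its summit above, to scale below), reporter fragments in blue (enhancer) and green (promoter), sgRNA sites in purple and HindIII sites as ticks. The peak lies 1298 bp inside Taf15 and overlaps the end of the enhancer fragment.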

Next, we took a close examination of the *Ccl5* locus and found no YY1 binding at its promoter region, instead, a binding site was identified at a distal site which was a potential enhancer by analyzing our previously published H3K27ac ChIP-seq data^56^ (Fig. 6F). Considering YY1 is emerging as a 3D chromatin organizer that can facilitate enhancer-promoter (E-P) looping^57–59^, we tested if YY1 modulated *Ccl5* transcription via orchestrating E-P looping in MuSCs. To this end, we performed in situ Hi-C^60^ to interrogate the 3D genome organization in Ctrl and dKO MuSCs. We found that YY1 knock-out in MuSCs had limited effect on global 3D genome organization as no difference in the contact frequency was detected between Ctrl and dKO at both short- and long-distance levels (Supplementary Fig. 4C). The YY1 knock-out did not alter the overall genome organization at compartment level either (Supplementary Fig. 4D), indicated by infrequent locus switching between A and B compartments, with only 2.8% B to A and 2.2% A to B switching (Fig. 6G). At the TAD level, however, we noticed an evident TAD boundary remodeling: 9393 new boundaries formed while 4033 out of 13416 remained unchanged (Fig. 6H); and a significant decline in the TAD size was detected in dKO vs. Ctrl (Fig. 6I). Additionally, a slight increase in the number of TADs was observed (9557 in dKO vs. 8965 in Ctrl) (Fig. 6J). Furthermore, at the looping level, we found the loop size remained largely unaltered (Fig. 6K) while a declined number of looping events occurred in dKO vs. Ctrl (1056 vs. 1753) (Fig. 6L). These results suggest that YY1 may play a role in regulating the 3D genome in MuSCs via looping modulation.

**Fig. 6:**
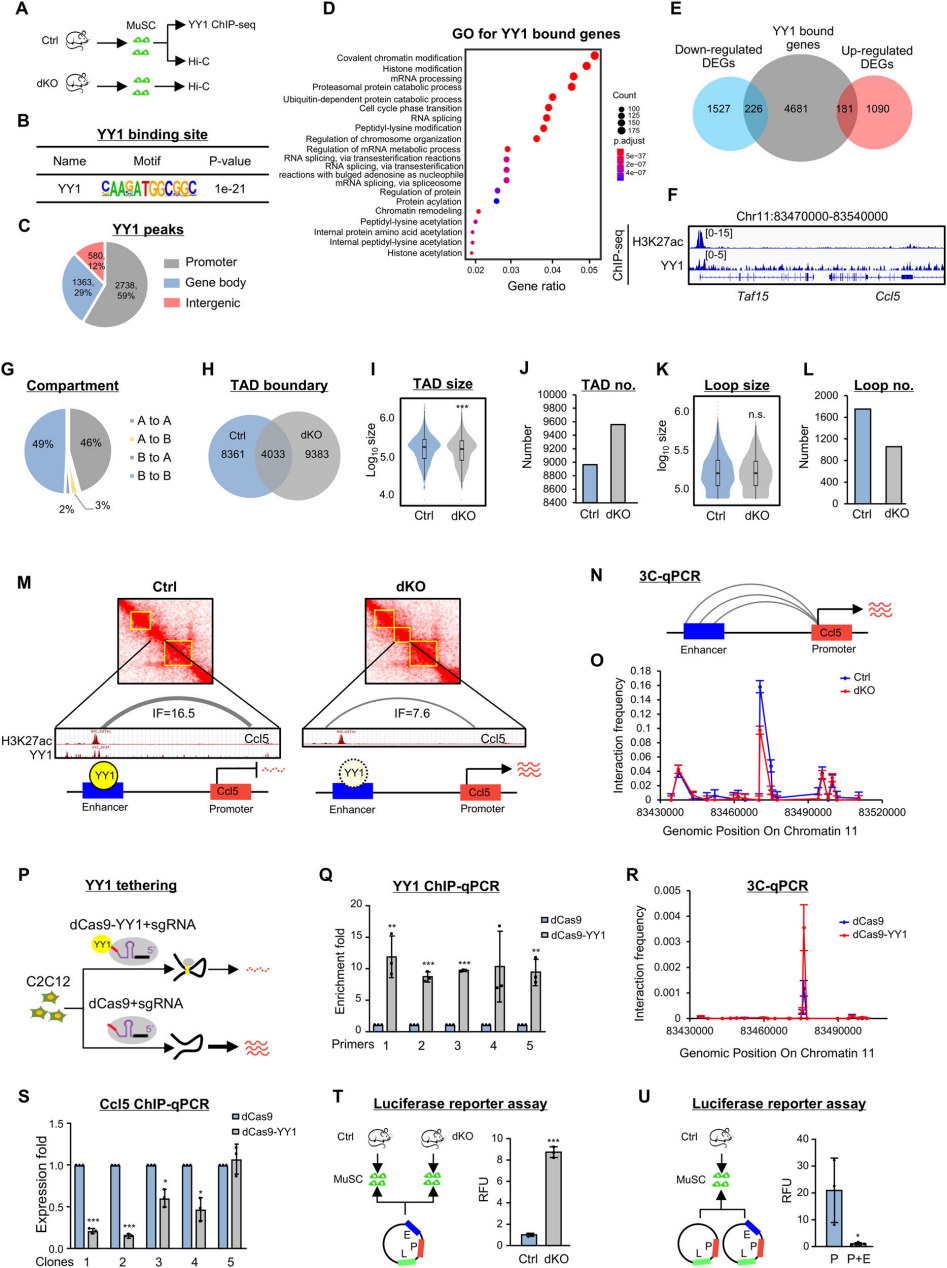
YY1 controls *Ccl5* expression in MuSC via regulating 3D looping interaction. **A** Schematic of the experimental design for dissecting YY1 regulation of *Ccl5* expression. **B** Enrichment of YY1 motif in YY1 ChIP-seq binding regions. **C** Genomic distribution of 4681 YY1 binding peaks. **D** GO analysis of YY1 ChIP-seq target genes. **E** The overlapping between the above identified YY1 ChIP-Seq targets and the down/up-regulated genes. **F** Genomic snapshots on *Ccl5* locus showing co-binding of H3K27ac and YY1. **G** A/B compartment switch between Ctrl and dKO. **H**–**J** Comparison of TAD boundaries, size and number between Ctrl (*n* = 8965 TADs) and dKO (*n* = 9557 TADs). **K**, **L** Comparison of loop size and number between Ctrl (*n* = 1753 loops) and dKO (*n* = 1056 loops). The boxes (**I**, **K**) indicate median (center), Q25, and Q75 (bounds of box), the smallest value within 1.5 times interquartile range below Q25 and the largest value within 1.5 times interquartile range above Q75 (whiskers). **M** Heatmap and genomic snapshots showing the Hi-C interactions encompassing *Ccl5* locus (yellow box indicates TAD). **N**, **O** 3C-qPCR detection of E-P interaction on *Ccl5* locus, *n* = 3 cells. **P** Schematic of YY1 tethering experiment design in C2C12 cells. **Q** ChIP-qPCR detection of YY1 enrichment on the tethered site in dCas9-YY1 vs. dCas9 cells, *n* = 3 cells. *p* = 0.029, 0.0034, 0.000086, 0.10, 0.019. **R** 3C-qPCR detection of E-P interaction on *Ccl5* locus in the above cells, *n* = 3 cells. **S** RT-qPCR detection of *Ccl5* expression in the above cells, *n* = 3 cells. *p* = 0.00049, 0.000085, 0.023, 0.022, 0.57. **T** Left: Luciferase reporter assay design. Right: Relative fluorescence unit (RFU) of reporter activity is shown, *n* = 3 cells. *p* = 0.000015. **U** Left: Luciferase reporters assay design. Right: RFU of reporter activity is shown, *n* = 3 cells. *p* = 0.047. All the bar graphs are presented as mean ± SD, unpaired one-sided Student’s *t* test (**I**, **K**), paired two-sided Student’s *t* test (**Q**, **S**), unpaired two-sided Student’s *t* test (**T**, **U**), one-sided Fisher’s exact test (**D**) were used to calculate the statistical significance and adjustments were made for multiple comparisons: *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance. Source data are provided as a Source Data file.

Next, we took a close examination of the *Ccl5* locus, attempting to elucidate the cause behind high *Ccl5* in dKO MuSCs. Interestingly, two evident TADs were observed encompassing the *Ccl5* locus in Ctrl; and a newly gained third one was found in dKO and the above-identified YY1 bound enhancer was located within this gained TAD (Fig. 6M). Further analysis of E-P looping defined one strong looping event occurring between this enhancer and the *Ccl5* promoter; moreover, the interacting strength measured by interaction frequency was significantly lower in dKO vs. Ctrl (7.6 vs. 16.5) (Fig. 6M), suggesting an interesting scenario where YY1 mediated E-P looping functions to suppress *Ccl5* induction in Ctrl and the attenuation of the looping relieves the suppression in dKO. To test this notion, the above-identified E-P interaction was validated by Chromosome Conformation Capture (3C) assay in freshly isolated MuSCs from Ctrl and dKO using the *Ccl5* promoter as an anchor (Fig. 6N). Expectedly, a prominent interaction peak was detected at the enhancer region in both Ctrl and dKO groups and the quantified interaction frequency by 3C-qPCR weakened as the genomic distance from the enhancer site increased. In addition, the interaction frequency at the enhancer site was reduced in dKO vs. Ctrl (0.16 vs. 0.10) (Fig. 6O). These results indicate that the YY1 deletion in MuSCs indeed attenuates the E-P interaction at the *Ccl5* locus.

To further substantiate the direct function of YY1 in facilitating the E-P interaction, artificial tethering of YY1 protein to the *Ccl5* enhancer region (Fig. 6P) was performed in C2C12 myoblast cell line where no direct binding of YY1 on the *Ccl5* enhancer locus was detected by analyzing the existing H3K27ac and YY1 ChIP-seq data from C2C12 myoblast^16,61^ (Supplementary Fig. 4E). A dCas9-YY1 plasmid and five sgRNAs targeting the enhancer region were harnessed to generate five stable clones expressing increased level of dCas9-YY1; the transfection efficiency was confirmed in both mRNA (Supplementary Fig. 4F) and protein levels, with no significant influence on endogenous YY1 expression (Supplementary Fig. 4G). As a result, YY1 enrichment at the *Ccl5* enhancer region was markedly strengthened after tethering (Fig. 6Q) (detected by YY1 ChIP-qPCR using five primers targeting the enhancer region) and an increased contact frequency (0.0036 vs. 0.0012) was detected between the promoter and the enhancer by 3C-qPCR (Fig. 6R). Accordingly, the expression level of *Ccl5* was significantly reduced in four of the five stable clones (Fig. 6S). Altogether, the above results demonstrate an active role of YY1 in facilitating E-P interaction to curb the activation of *Ccl5* locus in Ctrl MuSCs. The regulatory role of YY1 and the upstream enhancer was further confirmed by transfecting a luciferase reporter containing the promoter and enhancer regions of *Ccl5* in Ctrl and dKO MuSCs (Fig. 6T). A significantly higher level of luciferase activity was detected in dKO vs. Ctrl (8.73 vs. 1.00) (Fig. 6T). Moreover, a reporter devoid of the enhancer sequence displayed elevated reporter activity (20.86 vs. 1.00) in Ctrl MuSCs (Fig. 6U), solidifying the repressive function of the enhancer element. Altogether, these results have confirmed the direct role of YY1 in repressing the *Ccl5* transcription by enhancing the E-P interaction.

## Discussion

In this study, we leverage the *Yy1*/*mdx* dKO mouse strain to elucidate how MuSCs impact their niche microenvironment in dystrophic muscle. We demonstrate the MuSCs are capable of modulating their niche via cellular interactions with MPs and FAPs. Intrinsic deletion of YY1 in MuSCs leads to unexpected aggravation of inflammation and fibrosis in dKO which is attributed to altered niche microenvironment characterized by skewed dynamics and heterogeneity of MPs and FAPs. Further investigation demonstrates that conveying the dKO’s intrinsic change to niche alterations stems from the induction of many immune related genes causing the conversion of MuSCs into competent secretory cells. In particular, we identify a CCL5/CCR5 signaling axis that mediates the MuSC-MP cellular interaction which enhances MP recruitment and exacerbates inflammation. As a result, elevated TGFβ1 secreted by MPs leads to FAP accumulation and aggravated fibrosis. Treatment with the CCR5 antagonist MVC reduces dystrophic disease manifestations and improves muscle function. Furthermore, we also illuminate the intrinsic mechanism of how YY1 loss causes *Ccl5* induction in MuSCs via YY1’s ability to modulate enhancer-promoter looping interaction at *Ccl5* locus (Fig. 7).

**Fig. 7:**
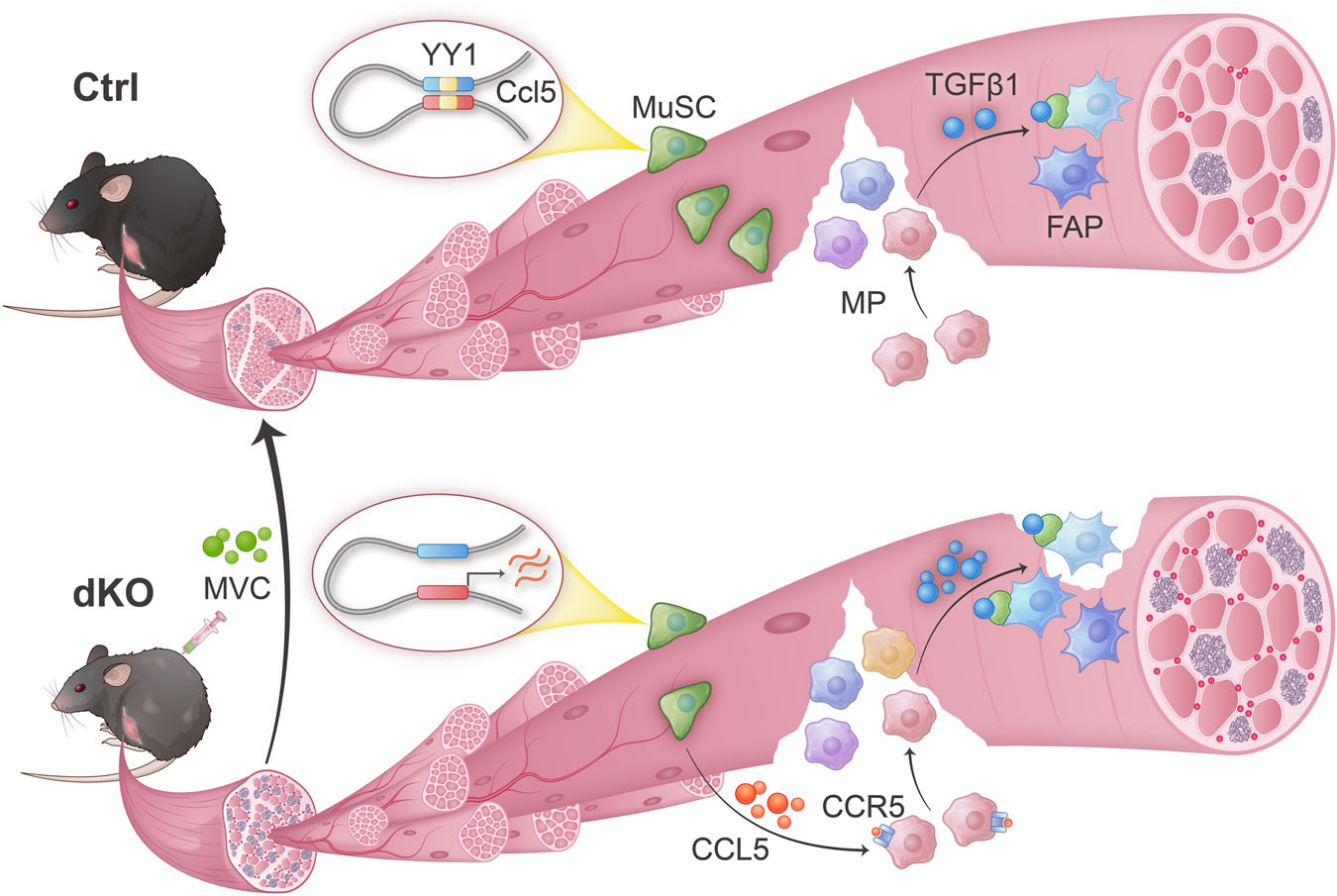
Schematic illustration of how skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy. In Ctrl MuSCs, YY1 binding to a *Ccl5* regulatory element orchestrates the E-P formation to suppress *Ccl5* expression. Upon YY1 loss in dKO MuSCs, Ccl5 is highly activated and augmented secretion of CCL5 from MuSCs promotes the recruitment of MPs via CCL5/CCR5 mediated cell crosstalk, which subsequently causes increased accumulation of TGFβ1 to hinder the apoptosis and clearance of FAPs therefore the aggravated fibrosis. MVC-mediated pharmacological blockade of the CCL5/CCR5 axis effectively mitigates muscle dystrophy and improves muscle performance in dKO mice.

Our study provides compelling evidence to demonstrate the important active role of MuSCs in modulating niche microenvironment. As the small population of residents in skeletal muscle, MuSCs are often portrayed as the passive recipient of niche regulation. Mounting efforts are focused on dissecting how MuSC behavior is tightly regulated by spatiotemporal signaling from the niche and how niche-derived growth factors and signaling molecules, metabolic cues, the extracellular matrix and biomechanical cues, and immune signals exert their effects on MuSCs^62^. However, sporadic evidence hinted the possible reciprocal effect that MuSCs exert on MPs. For example, a study from 2013 demonstrated that human myoblasts can indeed secrete an array of chemotactic factors to initiate monocyte chemotaxis in culture^26^. A recent study from Oprescu et al. ^43^ profiled transcriptomic dynamics at various stages of acute damage-induced muscle regeneration by scRNA-seq; a myoblast subpopulation enriched for immune genes were identified to be capable of active communication with immune cell populations. More recently, a study from Nakka K. et. al. demonstrates MuSCs can initiate the production of hyaluronic acid to modulate the ECM in the niche which in turn directs MuSCs to exist quiescence state for repair of injured muscle^63^. Moreover, emerging reports reveal the presence of senescent MuSCs in regenerating and aging muscles; these senescent MuSCs are characterized by SASPs (senescence-associated secretory phenotypes) and could have paramount roles in remodeling niche microenvironment^64^. Therefore, following our study, much effort will be needed to elucidate the functional interactions between MuSCs and the niche. Moreover, we also posit that similar niche-regulatory functions might be a feature of other adult stem cells; the tremendous advances in single cell profiling and spatial transcriptomic technologies are poised to revolutionize our understanding of stem cell niche dynamics in unparalleled detail.

Our findings uncovered a novel MuSC/MP interaction that offers insights into the pathogenic recruitment of MPs in dystrophic muscle. In acutely injured skeletal muscle, infiltrating MPs are mainly Ly6C^hi^ CCR2^+^CX3CR1^lo^ monocytes that are recruited through CCR2 chemotaxis signaling by myoblasts, ECs and resident macrophages^36^. These monocytes then differentiate into Ly6C^hi^ inflammatory MPs. After phagocytosing necrotic muscle debris, intramuscular Ly6C^hi^ MPs can switch into Ly6C^lo^ MPs. It has been shown that recruitment of Ly6^hi^ monocytes in *mdx* mouse muscles is also dependent on CCR2^51^. Nevertheless, the induction of other CCL class chemokine ligands including CCL5, CCL6, CCL7, CCL8, and CCL9 and receptors CCR1, and CCR5, has also been observed in *mdx* mouse muscle^65^. Here we demonstrate that MuSCs can also contribute to MP recruitment via the CCL5/CCR5 axis. MuSC-MP interactions may have commenced promptly following TMX injection, evidenced by immediately elevated expression and secretion of CCL5 in MuSCs and an increased population of MPs in dKO. Nevertheless, MuSCs may not be the only source of CCL5, which can also be a product of T cells, MPs and muscle fibers^65^. Additionally, it will be interesting to further explore whether the MuSC-MP crosstalk has impact on the heterogeneous presence of MPs in dystrophic muscles. It is also necessary to point out that *mdx* mice in fact display a milder phenotype compared to DMD patients^66^. Muscle inflammation starts about 3 weeks of age, persists into 2–3 months of age, and then gradually subsides in limb muscles but not diaphragm. Our *Yy1/mdx* dKO mice however display more severe dystrophic pathologies mimicking human DMD. Therefore, CCL5/CCR5 axis constitutes a potential target for DMD treatment. Although gene and molecular therapies targeting the primary defect of *Dystrophin* gene remain the most promising approach for DMD treatment, therapeutic strategies targeting the complex secondary mechanisms responsible for DMD pathogenesis are also being developed in parallel^22^. Drugs aiming at reducing inflammation and fibrosis are proven to be effective in mitigating the disease progression. In our study, MVC treatment leads to notable amelioration of the dystrophy pathologies; both inflammation and fibrosis were reduced while muscle performance was improved, which encourages us to perform trials in human DMD patients in the future. In addition, our findings also reinforce the previously known pro-fibrotic role of TGFβ1 in dystrophic muscle highlighting it as a potential therapeutic target. Indeed, targeting TGFβ signaling by intramuscular injection of an inhibitor leads to reduced FAP accumulation and fibrosis in dystrophic mice^53^.

Lastly, in search of reasons underlying *Ccl5* induction upon YY1 deletion, we demonstrate that YY1 acts on *Ccl5* enhancer to orchestrate E-P interactions thus reinforcing its role as a structural protein. Emerging evidence demonstrates YY1 contributes to E-P structural interactions in a manner analogous to DNA interactions mediated by CTCF^58^. It is shown that YY1 binds to active enhancers and promoter-proximal elements and forms dimers that facilitate the interaction of these DNA elements. Deletion of YY1 binding enhancer sites or depletion of YY1 protein disrupts E-P looping and gene expression^58^. These findings demonstrate the importance of enhancers in cell state transition and cell abundance^67^. In line with this, reduced E-P interaction frequency on *Ccl5* locus was observed in dKO MuSCs which was reversed by artificially tethering YY1 protein to the *Ccl5* enhancer region. Interestingly, our results suggest that the YY1-facilitated E-P interaction suppresses but not enhances *Ccl5* induction. Studies from others and ours in fact also demonstrate that binding of certain TFs renders an enhancer element to become suppressive in gene expression^58,68,69^. Additionally, we have only focused our investigation on *Ccl5*, it will also be interesting to elucidate how YY1 loss induces the expression of other immune genes and transforms the intrinsic epigenetic signaling to extrinsic regulation of the MuSC niche.

## Methods

### Mice

All animal handling procedures, protocols, and experiments ethics approval was granted by the CUHK AEEC (Animal Experimentation Ethics Committee) under Ref No. 21-080-GRF and 19-220-MIS. The mice were maintained in an animal room with 12 h light/12 h dark cycles, temperature (22–24 °C), and humidity (40–60%) at the animal facility in CUHK, fed with PicoLab® Select Mouse Diet 50 IF/9F Diet and provided with plenty of fresh clean water at all times. For all animal-based experiments, at least three pairs of littermates or age-matched mice were used.

*Yy1*^*f/f*^ and C57BL/10 ScSn DMD*mdx* (*mdx*) mouse strains were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). The YY1-inducible conditional KO (YY1^iKO^) strain (Ctrl: *Pax7*^*CreERT2/R26YFP*^*; Yy1*^*+/+*^*, Yy1*^*iKO*^*: Pax7*^*CreERT2/R26YFP*^*; Yy1*^*f/f*^ mice) was generated by crossing Pax7^CreERT2/R26YFP^ mice with *Yy1*^*f/f*^ mice. The *Yy1/mdx* double KO (YY1^dKO^) strain (Ctrl: *Pax7*^*CreERT2/R26YFP*^*; Yy1*^*+/+*^*; mdx*, YY1^dKO^: *Pax7*^*CreERT2/R26YFP*^*; Yy1*^*f/f*^*; mdx*) was generated by crossing YY1^iKO^ with *mdx* mice. Primers used for genotyping are shown in Supplementary Data 1.

### Animal procedures

Inducible deletion of YY1 was administrated by IP injection of TMX (Sigma-Aldrich, T5648) at 100 mg/kg (body weight). For EdU (Sigma-Aldrich, 900584-50MG) incorporation assay in vivo, 5 mg EdU (diluted in 100 μl PBS) injection via IP per day was performed for 3 consecutive days, followed by FACS isolation of MuSCs or FAPs 12 h later. MVC (Sigma-Aldrich, PZ0002-25MG) treatment was administrated by IP injection at 2 mg/kg every 2 days for 30 days. For voluntary wheel-running test, mice were housed individually for 7 days in polycarbonate cages with 12-cm-diameter wheels equipped with optical rotation sensors (Yuyan Instrument, ARW). For treadmill test, mice were adapted to a treadmill (Panlab, Harvard Apparatus, 76-0895) with a 5° incline at an initial speed of 10 cm/s, followed by a stepwise increase of 5 cm/s every two min until their exhaustion. For each animal experiment, Ctrl and YY1^dKO^ mice of the same sex and age were used.

### Cell lines and cell culture

Mouse C2C12 myoblast cells (CRL-1772) and 293T cells (CRL-3216) were obtained from American Type Culture Collection and cultured in DMEM medium (Gibco, 12800-017) with 10% fetal bovine serum (Invitrogen, 16000044), 100 units/ml of penicillin and 100 μg of streptomycin (P/S, Gibco,15140-122) at 37 °C in 5% CO_2_. All cell lines were tested negative for mycoplasma contamination.

### Fluorescence-activated cell sorting and culturing

MuSCs, fibro-adipogenic progenitors and macrophages were sorted based on established method^56,70–75^. Briefly, entire hindlimb muscles from mice were digested with collagenase II (Worthington, LS004177, 1000 units per 1 ml) for 90 min at 37 °C, the digested muscles were then washed in washing medium (Ham’s F-10 medium (Sigma-Aldrich, N6635) containing 10% heat-inactivated horse serum (HIHS, Gibco, 26050088, 1% P/S)) before MuSCs were liberated by treating with Collagenase II (100 units per 1 ml) and Dispase (Gibco17105-041, 11 unit per 1 ml) for 30 min. The suspensions were passed through a 20 G needle to release cells. Mononuclear cells were filtered with a 40 μm cell strainer and sorted by BD FACSAria Fusion with the selection of the GFP+ (MuSCs); FITC-(CD45-, CD31-, ITGA7-) APC + (SCA1+) (FAPs); FITC-(Cd45-) APC-(Ly6G-) eFluor450 + (CD11b+) (MPs). Flowjo V10.8.1 was used for analysis of flow cytometry data. MuSCs were cultured in Ham’s F10 medium with 20% FBS, 5 ng/ml β-FGF (Thermo Fisher Scientific, PHG0026) and 1% P/S, on coverslips and culture wells which were coated with poly-D-lysine solution (Sigma-Aldrich, p0899) at 37 °C overnight and then coated with extracellular matrix (ECM) (Sigma-Aldrich, E-1270) at 4 °C for at least 6 h. FAPs and MPs were cultured in DMEM medium with 10% FBS and 1% P/S.

### Isolation of bone marrow derived macrophages (BMDMs)

Isolating BMDM was performed according to literature^40,76^ with slight modification. Briefly, bone marrow from adult *mdx* mouse was obtained by flushing femur and tibiae with DMEM and cells were cultured in DMEM containing 20% FBS and 20 ng/mL M-CSF (Thermo Fisher Scientific, PMC2044) for 6–7 days. The culture DMEM medium was changed on the 3rd day. After 7 days of culturing, cells were carefully washed by PBS twice and collected for experiments.

### Cell proliferation and apoptosis analyses

For EdU incorporation assay, freshly sorted MuSCs or FAPs were seeded into prepared coverslips and harvest immediately after adherence (in vivo) or cultured for days and added EdU to the culture medium for 6 h before harvest (in vitro). EdU staining was performed following the instruction of Click-iT® Plus EdU Alexa Fluor® 594 Imaging Kit (Thermo Fisher Scientific, C10639). Growing cells on coverslips were incubated with 10 μM EdU for a designated time before the fixation with 4% PFA for 20 min. EdU-labeled cells were visualized using “click” chemistry with an Alexa Fluor® 594‐conjugated azide and cell nuclei were stained by DAPI (Life Technologies, P36931). Fluorescent images were captured with a fluorescence microscope (Leica). TUNEL (Terminal deoxynucleotidyl transferase dUTP nick end labeling) assay was performed following our previous publication^12,77^ and the instruction of In Situ Cell Death Detection Kit TMR red (Roche, 12156792910). Cells were cultured on coverslips for 36 h, followed by washing twice with PBS and fixing with 4% PFA for 15 min. TUNEL staining was carried out by adding reaction mixture of label solution for 30 min at dark. The coverslips were mounted with DAPI solution to stain the cell nucleus. Fluorescent images were captured with a fluorescence microscope (Leica).

### Co-culture assay

BMDMs or FAPs were re-suspended at the appropriate concentration in DMEM culture medium and seeded in the 24-well inserts (Corning, 353097, 353095). The bottom chamber was coated and seeded with MuSCs or MPs 1 day before the seeding of BMDMs or FAPs. After seeding and assembling, the co-cultured cells were incubated at 37 °C 5% CO_2_ for 12–24 h and then inserts were harvested for experiments.

### Plasmids

For constructing the dCas9-YY1 plasmid, pAW91.dCas9 (Addgene, 104372) and pAW90.dCas9-YY1 (Addgene, 104373) plasmids were purchased from Addgene. 

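The 20-nt protospacers of the 5 sgRNAs in Supplementary Data 1 were matched to chromosome 11 of GRCm38 after the cloning overhang was removed, and each matched at 1 place. All 5 lie inside the YY1 peak of the first intron of Taf15, between 83474394 and 83474505, a span of 112 bp. One targets the plus strand and 4 the minus strand. sgRNA1, TGTATGATCAAATCTGCAAT, lies on the plus strand from 83474412 to 83474431 beside the PAM TGG. sgRNA2, ACACATCCCTCCAGGTGGAC, lies from 83474395 to 83474414 beside TGG, and sgRNA4, CACATCCCTCCAGGTGGACT, 1 base before it from 83474394 to 83474413 beside GGG. sgRNA5, TTGATCATACACATCCCTCC, lies from 83474403 to 83474422 beside AGG, so that sgRNA1, 2, 4 and 5 overlap one another. sgRNA3, CAGTATCATTGCTAATCTGA, lies apart from them from 83474486 to 83474505 beside GGG. The 5 pairs of ChIP-qPCR primers listed for these clones amplify products of 169 to 289 bp between 83474288 and 83474576, and each product contains the summit of the peak.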

Five sgRNAs were designed by CRISPOR^78^ to target the *Ccl5* upstream enhancer region and cloned into a lentiguide-puro vector at the BsmbI site(lentiguide-puro-sgRNA1,2,3,4,5). 

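The primers listed for the reporter in Supplementary Data 1 were matched to chromosome 11 of GRCm38. Without their MluI tails, the enhancer primers bound a fragment of 2456 bp from 83471947 to 83474402, the length that the paper gives. This fragment begins 1145 bp upstream of the Taf15 start site and contains that start site, exon 1 and 1311 bp of Taf15 counted from the start site. It includes the summit of the YY1 peak, which lies 12 bp before the fragment's end, and 60 bp (23.5%) of the peak, while 195 bp of the peak lie beyond it. When at least 50% of a peak was required to lie in the fragment, the number of peaks in it fell from 1 to 0. One AANATGGC occurs in the fragment, as AACATGGC on the minus strand from 83473356 to 83473363, which is 1034 bp from the summit. The promoter primers bound from 83530015 to 83531517, where the first 3 bases of the forward primer did not match the reference, so that the matched fragment is 1503 bp long. It holds 999 bp upstream of the Ccl5 start site and 504 bp from the start site on, and no peak overlaps it.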

For constructing the *Ccl5*-enhancer/promoter luciferase report plasmid, a 2456 bp DNA fragment of *Ccl5* enhancer region and 1500 bp *Ccl5* promoter were cloned into a pGL3-basic (purchased from Promega) vector between MluI and HindIII sites.

### Luciferase report assay

MuSCs were co-transfected with the *Ccl5*-enhancer/promoter luciferase reporter plasmid and internal control Renilla reporter plasmid. Cells were harvested 48 h after transfection through adding 100 μl lysis buffer and gently shaking for 15 min at room temperature. Luciferase activity was measured by the Dual-Luciferase kit (Promega, E1910) according to our previous publication^56,77^. The luminescent signal was recorded by Elmer VICTOR ^TM^ X multilabel reader. The ratio of the reporter signal and the Renilla control signal was compared between different samples for further analysis.

### dCas9-YY1 tethering

For virus production, HEK293T cells were grown to 50–75% confluency on a 15 cm dish and then transfected with 15 μg of pAW91.dCas9 or pAW90.dCas9-YY1, 11.25 μg psPAX2 (Addgene, 12260), and 3.75 μg pMD2.G (Addgene, 12259). Viral supernatant was cleared of cells by filtering with 0.2 μm filter membrane (Pall Corporation, 4612). 5 mL of vital supernatant was mixed with 5 mL DMEM medium and added to C2C12 cells in the presence of polybrene (Santa Cruz Biotechnology, sc-134220) at 8 μg/mL. After 24 h, viral media was removed and fresh media containing blasticidin (Thermo Fisher Scientific, R21001) at 10 μg/mL. Cells were selected until all cells on non-transduced plates died, to obtain the blasticidin+ dCas9 C2C12 and dCas9-YY1 C2C12 cell lines. The tethering guide RNAs were packaged by the virus as described above using the lentiguide-puro-sgRNA1,2,3,4,5 plasmids and were transduced into dCas9 C2C12 and dCas9-YY1 C2C12 cells respectively. After 24 h, viral media was removed and fresh media containing puromycin (Thermo Fisher Scientific, A1113802) at 2.5 mg/mL. Cells were selected until all cells on non-transduced plates died. Double-positive cells (blasticidin+, puromycin +) were identified and expanded.

### RNA extraction and real-time PCR

Total RNAs were extracted using TRIzol reagent (Invitrogen, 15596026) following the manufacturer’s protocol. For quantitative RT-PCR, cDNAs were reverse transcribed using HiScript III First-Strand cDNA Synthesis Kit (Vazyme, R312-01). Real-time PCR reactions were performed on a LightCycler 480 Instrument II (Roche Life Science) using Luna Universal qPCR Master Mix (NEB, M3003L). Sequences of all primers used can be found in Supplementary Data 1.

### Immunoblotting, immunofluorescence, and immunohistochemistry

For Western blot assays, according to our prior publication^79–81^, cultured cells were washed with ice-cold PBS and lysed in cell lysis buffer. Whole cell lysates were subjected to SDS–PAGE and protein expression was visualized using an enhanced chemiluminescence detection system (GE Healthcare, Little Chalfont, UK) as described before^74^. The following dilutions were used for each antibody: YY1 (Abcam ab109237; 1:1000), CCL5 (Abcam ab189841; 1:500), CCR5 (Abcam ab65850; 1:500), TGF-β1 (Abcam ab92486; 1:1000), α-TUBULIN (Santa Cruz Biotechnology sc-23948; 1:5000), GAPDH (Sigma-Aldrich G9545-100UL; 1:5000), CAS9 (CST 14697 T; 1:1000). For immunofluorescence staining, cultured cells were fixed in 4% PFA for 15 min and blocked with 3% BSA within 1 h. Primary antibodies were applied to samples with indicated dilution below and the samples were kept at 4 °C overnight. For immunofluorescence staining^12,75^, cultured cells were fixed in 4% PFA for 15 min and permeabilized with 0.5% NP-40 for 10 mins. Then cells were blocked in 3% BSA for 1 h followed by incubating with primary antibodies overnight at 4 °C and secondary antibodies for 1 h at RT. Finally, the cells were mounted with DAPI to stain the cell nucleus and images were captured by a Leica fluorescence microscope. Primary antibodies and dilutions were used as following PAX7 (Developmental Studies Hybridoma Bank; 1:50), YY1 (Abcam ab109237, 1:200), CCL5 (Abcam ab189841; 1:200), F4/80 (Abcam ab6640, 1:200), PDGFRα (R&D BAF1062; 1:200), Ki67 (Santa Cruz Biotechnology, sc-23900; 1:200). For immunohistochemistry^12,72,75^, in brief, slides were fixed with 4% PFA for 15 min at room temperature and permeabilized in ice-cold methanol for 6 min at −20 °C.Heat-mediated antigen retrieval with a 0.01 M citric acid (pH 6.0) was performed for 5 min in a microwave. After 4% BSA (4% IgG-free BSA in PBS; Jackson, 001-000-162) blocking, the sections were further blocked with unconjugated AffiniPure Fab Fragment (1:100 in PBS; Jackson, 115-007-003) for 30 min. The biotin-conjugated anti-mouse IgG (1:500 in 4% BBBSA, Jackson, 115-065-205) and Cy3-Streptavidin (1:1250 in 4% BBBSA, Jackson, 016-160-084) were used as secondary antibodies. Primary antibodies and dilutions were used as follows: CCL5 (Abcam ab189841; 1:200), CCR5 (Abcam ab65850; 1:200), TGF-β1 (Abcam ab92486; 1:200), PDGFRα (R&D BAF1062; 1:200), Collagen Ia1(Novus NBP1-30054; 1:200), F4/80 (Abcam ab6640), CD68 (Biorad MCA1957GA; 1:200), CD206 (Abcam ab64693;1:200), Laminin (Sigma-Aldrich L9393-100UL, 1:800), α-SMA (Invitrogen, 14-9760-82; 1:200), Ki67 (Santa Cruz Biotechnology sc-23900; 1:200); PAX7 (Developmental Studies Hybridoma Bank; 1:50), eMyHC (Leica NCL-MHC-d; 1:200) for staining of muscle cryosections. Images were slightly modified with ImageJ in which background was reduced using background subtraction and brightness and contrast were adjusted. H&E (Hematoxylin and eosin), was performed as previously described^12,74,82^. Masson’s trichrome staining was performed according to the manufacturer’s (ScyTek Laboratories, Logan, UT) instructions. Oil Red O staining was performed according to the manufacturer’s (Abcam, ab150678) instructions.

### Single-cell RNA-seq and data analysis

Single-cell RNA-seq was performed on 10x genomics platform. Briefly, whole muscle cells were isolated with an additional step of viability validation by Propidium Iodide (PI) staining. Red blood cells were eliminated by ACK buffers (150 M NH_4_Cl, 100 mM KHCO_3_, 10 mM EDTA-2Na) before sorting. After sorting, live cells were washed with 0.04% BSA in PBS twice and resuspended in the BSA solution at an appropriate concentration (300–1200 cells/μl). Suspended cells were counted under a microscope and Typan blue was used to examine the cell viability. After the confirmation of cell number and viability, library construction was performed following the manufacturer’s instructions for generation of Gel Bead-In Emulsions (GEMs) using the 10x Chromium system. The single cell RNA library was sequenced by Illumina HiSeq X Ten instrument. CellRanger 7.0.0 and Seurat 4.3.0 were used to analyze the single-cell data. Ctrl and dKO groups were initially merged together and filtered with quality control parameters (cells with more than 10% expression on mitochondrial genes, or fewer than 500 total features expressed were filtered out and 7.5% doublets were removed according to captured cell numbers; Supplementary Fig. 2D–I). The two groups were integrated using FindIntegrationAnchors and IntegrateData function wrapped in Seurat package to minimize batch effects^32,43,46^. Dimensionality reduction was performed through Principal Component Analysis. UMAP embedding parameters were based on the top 40 PCs and embedded in 2-dimensions to visualize the data. Cells from Ctrl and dKO groups were relatively evenly distributed in all clusters, indicating no major batch effect after treatment (Supplementary Fig. 2J). To annotate different cell types, differentially expressed genes among cell clusters were identified using FindAllMarkers function. Genes were identified as significantly differentially expressed if FDR < 0.05 and expression in at least 20% of cells. To dissect the subtypes of FAPs and macrophages, we conducted second-round clustering (sub-clustering) within each cell type. Differentially expressed gene markers were also examined for sub-clusters for manual subtype annotation. Monocle 2.22.0 was used for pseudotime trajectory analysis^83^. The raw counts data from FAP and macrophage populations were used for trajectory inference and the top sub-cluster DEGs were used as input gene lists for trajectory construction analysis. AddModuleScore function wrapped in Seurat was used to calculate the average expression levels of each gene set of interest (Supplementary Data 2) at single-cell level, yielding module scores named as anti-apoptotic, apoptotic score and inflammatory score.

### Bulk RNA-seq and data analysis

For RNA-seq (polyA + mRNA)^72,73^, total RNAs were subjected to polyA selection (Ambion, 61006) followed by library preparation using NEBNext Ultra II RNA Library Preparation Kit (NEB, E7770S). Libraries were paired-end sequenced with read lengths of 150 bp on Illumina HiSeq X Ten or Nova-seq instruments. The raw reads of RNA-seq were processed following the procedures described in our previous publication^56^. Briefly, the adapter and low-quality sequences were trimmed from 3’ to 5’ ends for each read, and the reads shorter than 36 bp were discarded. The clean reads were aligned to mouse (mm10) reference genome with STAR. Next, Cufflinks was used to quantify the gene expression. Genes with an expression level change greater than 1.5-fold and a *p* value of <0.01 were identified as DEGs between two stages/conditions. GO enrichment analysis was performed using R package clusterProfiler.

### ChIP-seq and data analysis

YY1 ChIP was performed following our previously described protocol^12^. 10 μg of antibodies against YY1 (Santa Cruz Biotechnology, sc-1703), or normal mouse IgG (Santa Cruz Biotechnology, sc-2025) were used for immunoprecipitation. Immunoprecipitated genomic DNA was resuspended in 20 μl of water. For ChIP-seq DNA library construction, a NEBNext® Ultra™ II DNA Library Prep Kit for Illumina® (NEB, E7645S) was used according to the manufacturer’s instructions. Bioanalyzer analysis and qPCR were used to measure the quality of DNA libraries including the DNA size and purity. Finally, DNA libraries were sequenced on the Illumina Genome Analyzer II platform. The raw data were first pre-processed by initial quality assessment, adapter trimming, and low-quality filtering and then mapped to the mouse reference genome (mm10) using bowtie2^84^, and only the non-redundant reads were kept. The protein DNA-binding peaks (sites) were identified using MACS293 with an input (IgG) sample as the background. 

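The number of fragments behind each peak was recovered from the deposited values, since MACS2 gives the fold enrichment as the fragments at the summit plus 1 over the local background plus 1, and the p-value as the Poisson chance of more fragments than that. For all 4681 peaks a whole number of fragments matched the deposited −log10 p within 0.001. The summits held from 8 to 394 fragments with a median of 14. The smallest −log10 p in the list was 4.12 and the largest 101, and the largest q-value was 0.0830. A q-value under 0.05 was reached by 4584 peaks and one under 0.01 by 4288.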

During the peak calling, candidate peaks were compared with the background, dynamic programming was used to determine λ of Poisson distribution, and the *P* value cutoff was set to 0.0001 for YY1 ChIP-Seq experiment.

### Hi-C and data analysis

Hi-C was performed according to previously described protocols^56^. Libraries were prepared by on-bead reactions using the NEB Next Ultra II DNA Library Preparation Kit (NEB, E7645S). The beads were separated on a magnetic stand, and the supernatant was discarded. After washes, the beads were resuspended in 20 μl of 10 mM tris buffer and boiled at 98 °C for 10 min. The elute was amplified for 10 to 13 cycles of PCR with Phanta Master Mix (Vazyme, P511-01), and the PCR products were purified using VAHTS DNA Clean Beads (Vazyme, N411-01). The Hi-C libraries were paired-end sequenced with read lengths of 150 bp on an Illumina HiSeq X Ten instrument. Data were analyzed by Hi-C Pro, juicer box software and mapping to mouse genome mm10. Raw Hi-C data were processed as previously described^71^. Briefly, the in-situ Hi-C data was processed with a standard pipeline HiC-Pro^85^. First, adapter sequences and poor-quality reads were removed using Trimmomatic (ILLUMINACLIP: TruSeq3-PE-2.fa:2:30:10; SLIDINGWINDOW: 4:15; MINLEN:50). The filtered reads were then aligned to mouse reference genome (mm10) in two steps: (1) global alignment was first conducted for all pair-end reads, (2) the unaligned reads were split into prospective fragments using restriction enzyme recognition sequence (GATCGATC) and aligned again. All aligned reads were then merged and assigned to restriction fragments, while low quality (MAPQ < 30) or multiple alignment reads were discarded. Invalid fragments including unpaired fragments (singleton), juxtaposed fragments (re-ligation pairs), un-ligated fragments (dangling end), self-circularized fragments (self-cycle), and PCR duplicates were removed from each biological replicate. The remaining validated pairs from all replicates of each stage were then merged, followed by read depth normalization using HOMER and matrix balancing using iterative correction and eigenvector decomposition (ICE) normalization to obtain comparable interaction matrix between different stages.

Following previous procedure^86^, to separate the genome into A and B compartments, the ICE normalized intra-chromosomal interaction matrices at 100-kb resolution were transformed to observe/expect contact matrices, and the background (expected) contact matrices were generated to eliminate bias caused by distance-dependent decay of interaction frequency and read depth difference^56,71^. Pearson correlation was then applied to the transformed matrices and the first principal component (PC1) of these matrices was divided into two clusters. The annotation of genes and the expression profile were used to assign positive PC1 value to gene-rich component as compartment A and negative PC1 value to gene-poor component as compartment B.

Normalized contact matrix at 10 kb resolution of each time point was used for TAD identification using TopDom^87^. In brief, for each 10-kb bin across the genome, a signal of the average interaction frequency of all pairs of genome regions within a distinct window centered on this bin was calculated, thus TAD boundary was identified with local minimal signal within certain window. The falsely detected TADs without local interaction aggregation were filtered out by statistical testing. Invariant TADs were defined using following criteria: (1) the distance of both TAD boundaries between two conditions is no more than 10 kb; (2) the overlapping between two TADs should be larger than 80%; stage-specific TADs were defined otherwise. Loops are identified by using HiCCUPS module of Arrowhead with default parameter at 10 kb resolutions.

### Quantitative analysis of chromosome conformation capture assays (3C-qPCR)

3C-qPCR was performed following published protocols^88^. The chromatin was cut by HindIII restriction enzyme to obtain DNA fragments. The promoter region of *Ccl5* was set as the anchor to detect the designed E-P interactions. Primers were designed targeting the nearby site of *Ccl5* enhancer region. 

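The enzyme HindIII cuts at AAGCTT, and ligation joins whole HindIII fragments, so that the fragment that holds a site sets the resolution of its contact. In GRCm38 the YY1 peak of the first intron of Taf15 lies on a fragment between the HindIII sites at 83470413 and 83474865 of chromosome 11, which is 4.45 kb long. The same fragment holds the Taf15 start site and exon 1 and the whole enhancer fragment of the reporter. The summit lies 3977 bp from the first site and 475 bp from the second. The primers TH-F (83474815 to 83474842), HT-R (83470416 to 83470441) and HH-R (83470545 to 83470570) of Supplementary Data 1 match inside this fragment, near its ends. The Ccl5 start site lies on the fragment between the sites at 83529549 and 83531560, in which HT-F (83531226 to 83531251) matches. The partners of TH-F and HH-R are TH-R (83523598 to 83523625) and HH-F (83523523 to 83523551). They lie outside that fragment, 6907 and 6981 bp from the Ccl5 start site. By contrast, the reverse primers named NC in Supplementary Data 1 that matched all lie on the fragment of the Ccl5 start site. Examples are NC2-R (83531219 to 83531246) and NC20-R (83531228 to 83531255).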

18s rRNA was used as an internal control for quantification normalization. Sequences of the oligos used in the study were included in Supplementary Data 1.

### Statistics and reproducibility

Data represent the average of at least three independent experiments or mice ± s.d. unless indicated. No statistical method was used to predetermine sample size. “No data were excluded from the analyses. The statistical significance of experimental data was calculated by the two-sided paired Student’s *t* test (Fig. 1B, I, J; Fig. 3E, I, K; Fig. 4J, L, N; Fig. 6Q, S), two-sided unpaired Student’s *t* test (Fig. 1E–H, K, L, N–R; Fig. 2B–D, K, N; Fig. 3F, G, L–N; Fig. 4B–F, H, I, O, Q; Fig. 5B–I, K; Fig. 6E–H, K, L, N–R), one-sided unpaired Student’s *t* test one-sided (Figs. 3B; 6I, K), one-sided Fisher’s exact test and adjustments were made for multiple comparisons (Fig. 3C, D; Fig. 6D; Supplementary Data 2–4): *p < 0.05, **p < 0.01, ***p < 0.001 and *n.s*.: no significance *p* ≥ 0.05. Specifically, a single zero-truncated negative binomial distribution was fitted to the input data and each region was assigned a *P* value based on the fitted distribution. Representative images of at least five independent experiments are shown in FigS. 1D, E, H, I–L O, P; 3F, J; 4B–F, H, I, L, Q; 5B, E, G, H; and Supplementary Fig. 1B, C, J–L, O; 3H; S4A–J; 5A, E.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Source data

Source Data

## Data Availability

In situ, Hi-C, ChIP-seq, bulk RNA-seq, and scRNA-seq data reported in this paper are deposited in the Gene Expression Omnibus database under accession GSE250204. All data supporting the findings of this study are provided with Source data. Source data are provided with this paper.

# Supplementary material for: Skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy mouse through YY1-CCL5 axis
**Source:** Nat Commun. 2025 Feb 3;16:1324. doi: 10.1038/s41467-025-56474-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Inventory of Supplemental Information

### Supplemental Figures

Suppl. Fig. 1. Inducible deletion of YY1 in MuSCs aggravates muscle dystrophy in mdx mouse.

Suppl. Fig. 2. Intrinsic deletion of YY1 in MuSCs alters cellular microenvironment in dystrophic muscle.

Suppl. Fig. 3. Intrinsic deletion of YY1 in MuSC induces enhanced crosstalk between MuSC and MP via CCL5/CCR5 axis.

Suppl. Fig. 4. TGF $\beta$ 1 enriched niche inhibits FAP apoptosis and causes FAP accumulation in dKO muscle.

Suppl. Fig. 5. Targeting CCL5/CCR5 axis with MVC alleviates muscle dystrophy.

Suppl. Fig. 6. YY1 controls *Ccl5* expression in MuSC via regulating 3D looping interaction.

**A**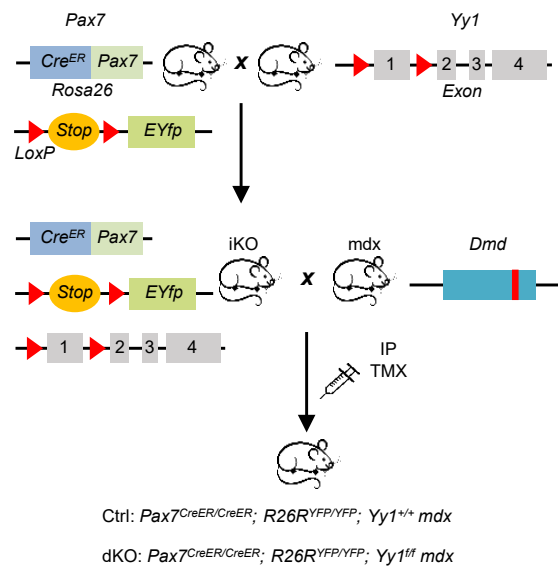**B**2.5M-TA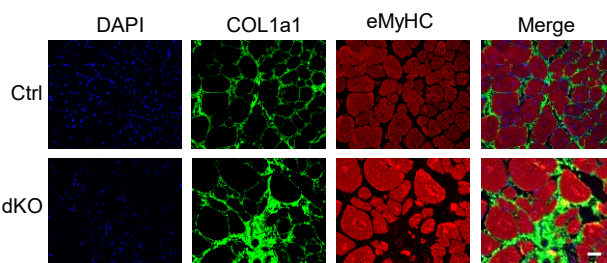**D**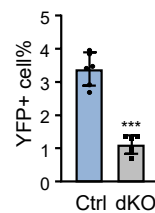**C**2.5M-DP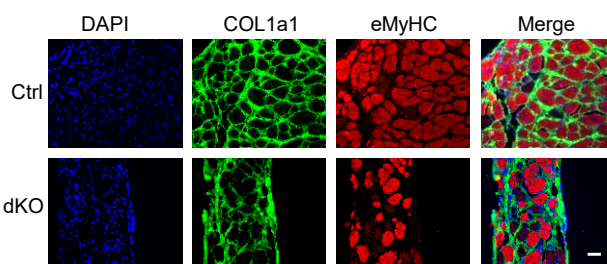**E**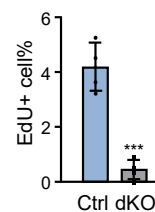**F**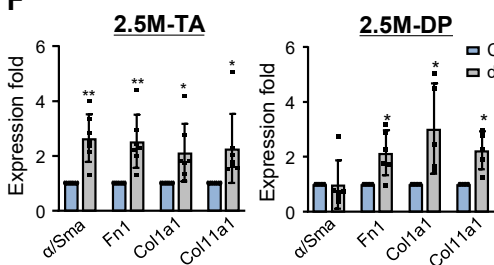**G**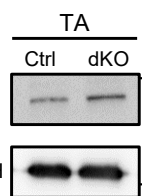**H**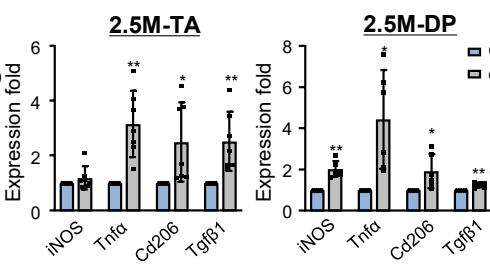**I**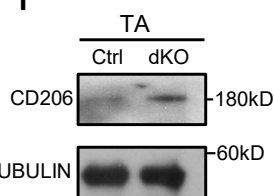**J**TA-2.5M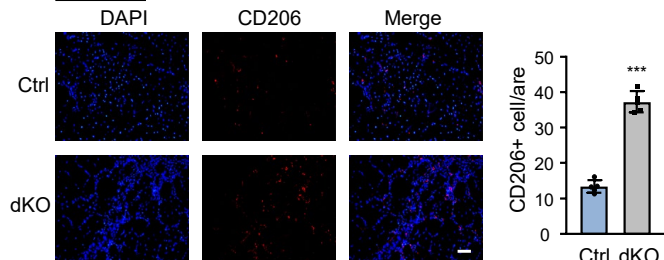**K**DP-2.5M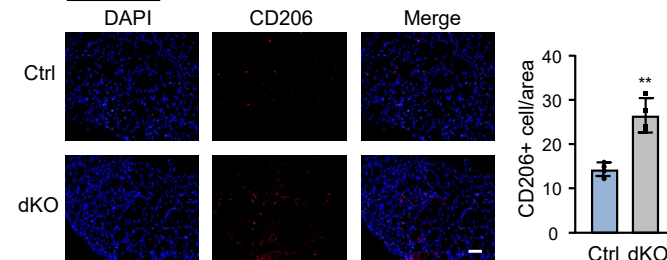**L** H&E-3.5M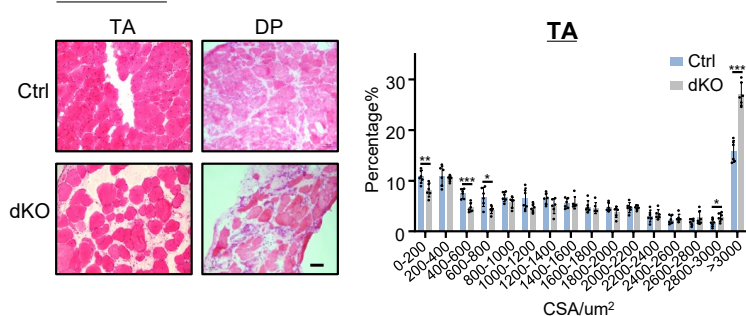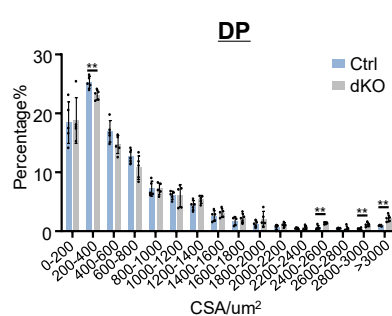**M**TA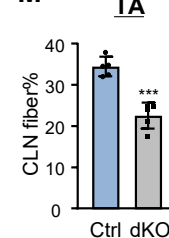**N**TA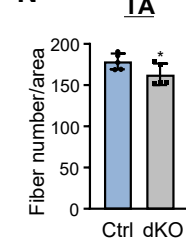**O** Trichrome3.5M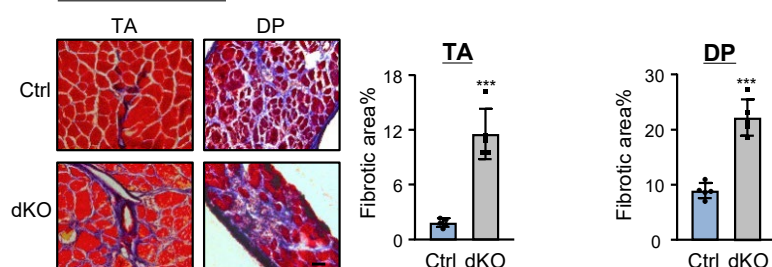**P**3.5M-TA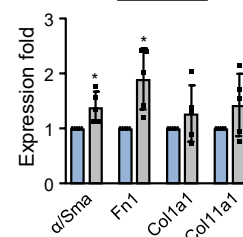3.5M-DP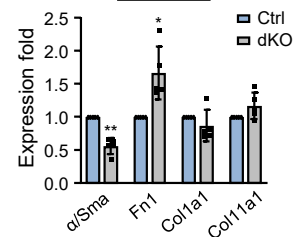**Q**3.5M-TA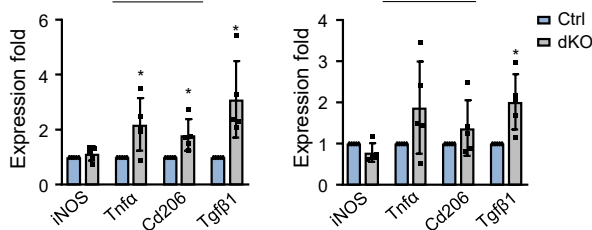

**Suppl. Fig. 1. Inducible deletion of YY1 in MuSCs aggravates muscle dystrophy in mdx mouse.**

**A** Breeding scheme for generating inducible YY1 conditional knock out (dKO) and Control (Ctrl) mdx mice. **B-C** IF staining of DAPI (blue), COL1a1 (green) and eMyHC (red) on the TA and DP muscles from 2.5M mice. Scale bar: 50  $\mu$ m. **D** MuSC pool was detected in 2.5M Ctrl and dKO mice by flow cytometry (FC) with the YFP+ (Pax7+) signal,  $n=6$  mice.  $p=0.0000021$ . **E** Quantification of EdU+ MuSCs isolated from 2.5M Ctrl and dKO mice,  $n=4$  mice.  $p=0.00027$ . **F** RT-qPCR detection of fibrotic marker genes in TA and DP muscles from Ctrl and dKO mice,  $n=5$  mice.  $p=0.0024$ , 0.0058, 0.030, 0.036. **G** Western blot detection of COL1a1 expression in the above TA muscles. **H** RT-qPCR detection of inflammatory marker genes in the above muscles.  $n=5$  mice.  $p=0.43$ , 0.0033, 0.035, 0.0096. **I** Western blot detection of CD206 expression in the above TA muscles. **J-K** IF staining of DAPI (blue) and CD206 (green) on the above muscles and quantification of the number of CD206+ cells per area. Scale bar: 50  $\mu$ m,  $n=5$  mice.  $p=0.00000034$  (J), 0.0011 (K). **L** H&E staining of TA and DP muscles from 3.5 M Ctrl and dKO mice. Distribution of fiber size is shown. Scale bar: 50  $\mu$ m,  $n=5$  mice.  $p=0.0056$ , 0.00046, 0.012, 0.034, 0.0000046 (TA); 0.0066, 0.0023, 0.0028, 0.0012 (DP). **M-N** Quantification of the fibers with centrally located nuclei (CLN) and the number in the above-stained muscles,  $n=5$  mice.  $p=0.00014$  (M), 0.034 (N). **O** Masson's Trichrome staining on the above muscles. Quantification of fibrotic areas is shown. Scale bar: 50  $\mu$ m,  $n=5$  mice.  $p=0.000056$  (TA), 0.000033 (DP). **P** RT-qPCR detection of fibrotic marker genes in the above muscles,  $n=5$  mice.  $p=0.035$ , 0.022, 0.30, 0.167. **Q** RT-qPCR detection of inflammatory marker genes in the above muscles,  $n=5$  mice.  $p=0.30$ , 0.024, 0.014, 0.0099. All the bar graphs are presented as mean  $\pm$  SD, paired two-sided Student's  $t$  test (F, H, P, Q) and unpaired two-sided Student's  $t$  test (D, E, J-N) were used to calculate the statistical significance: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , *n.s.* = no significance. Source data are provided as a Source Data file.

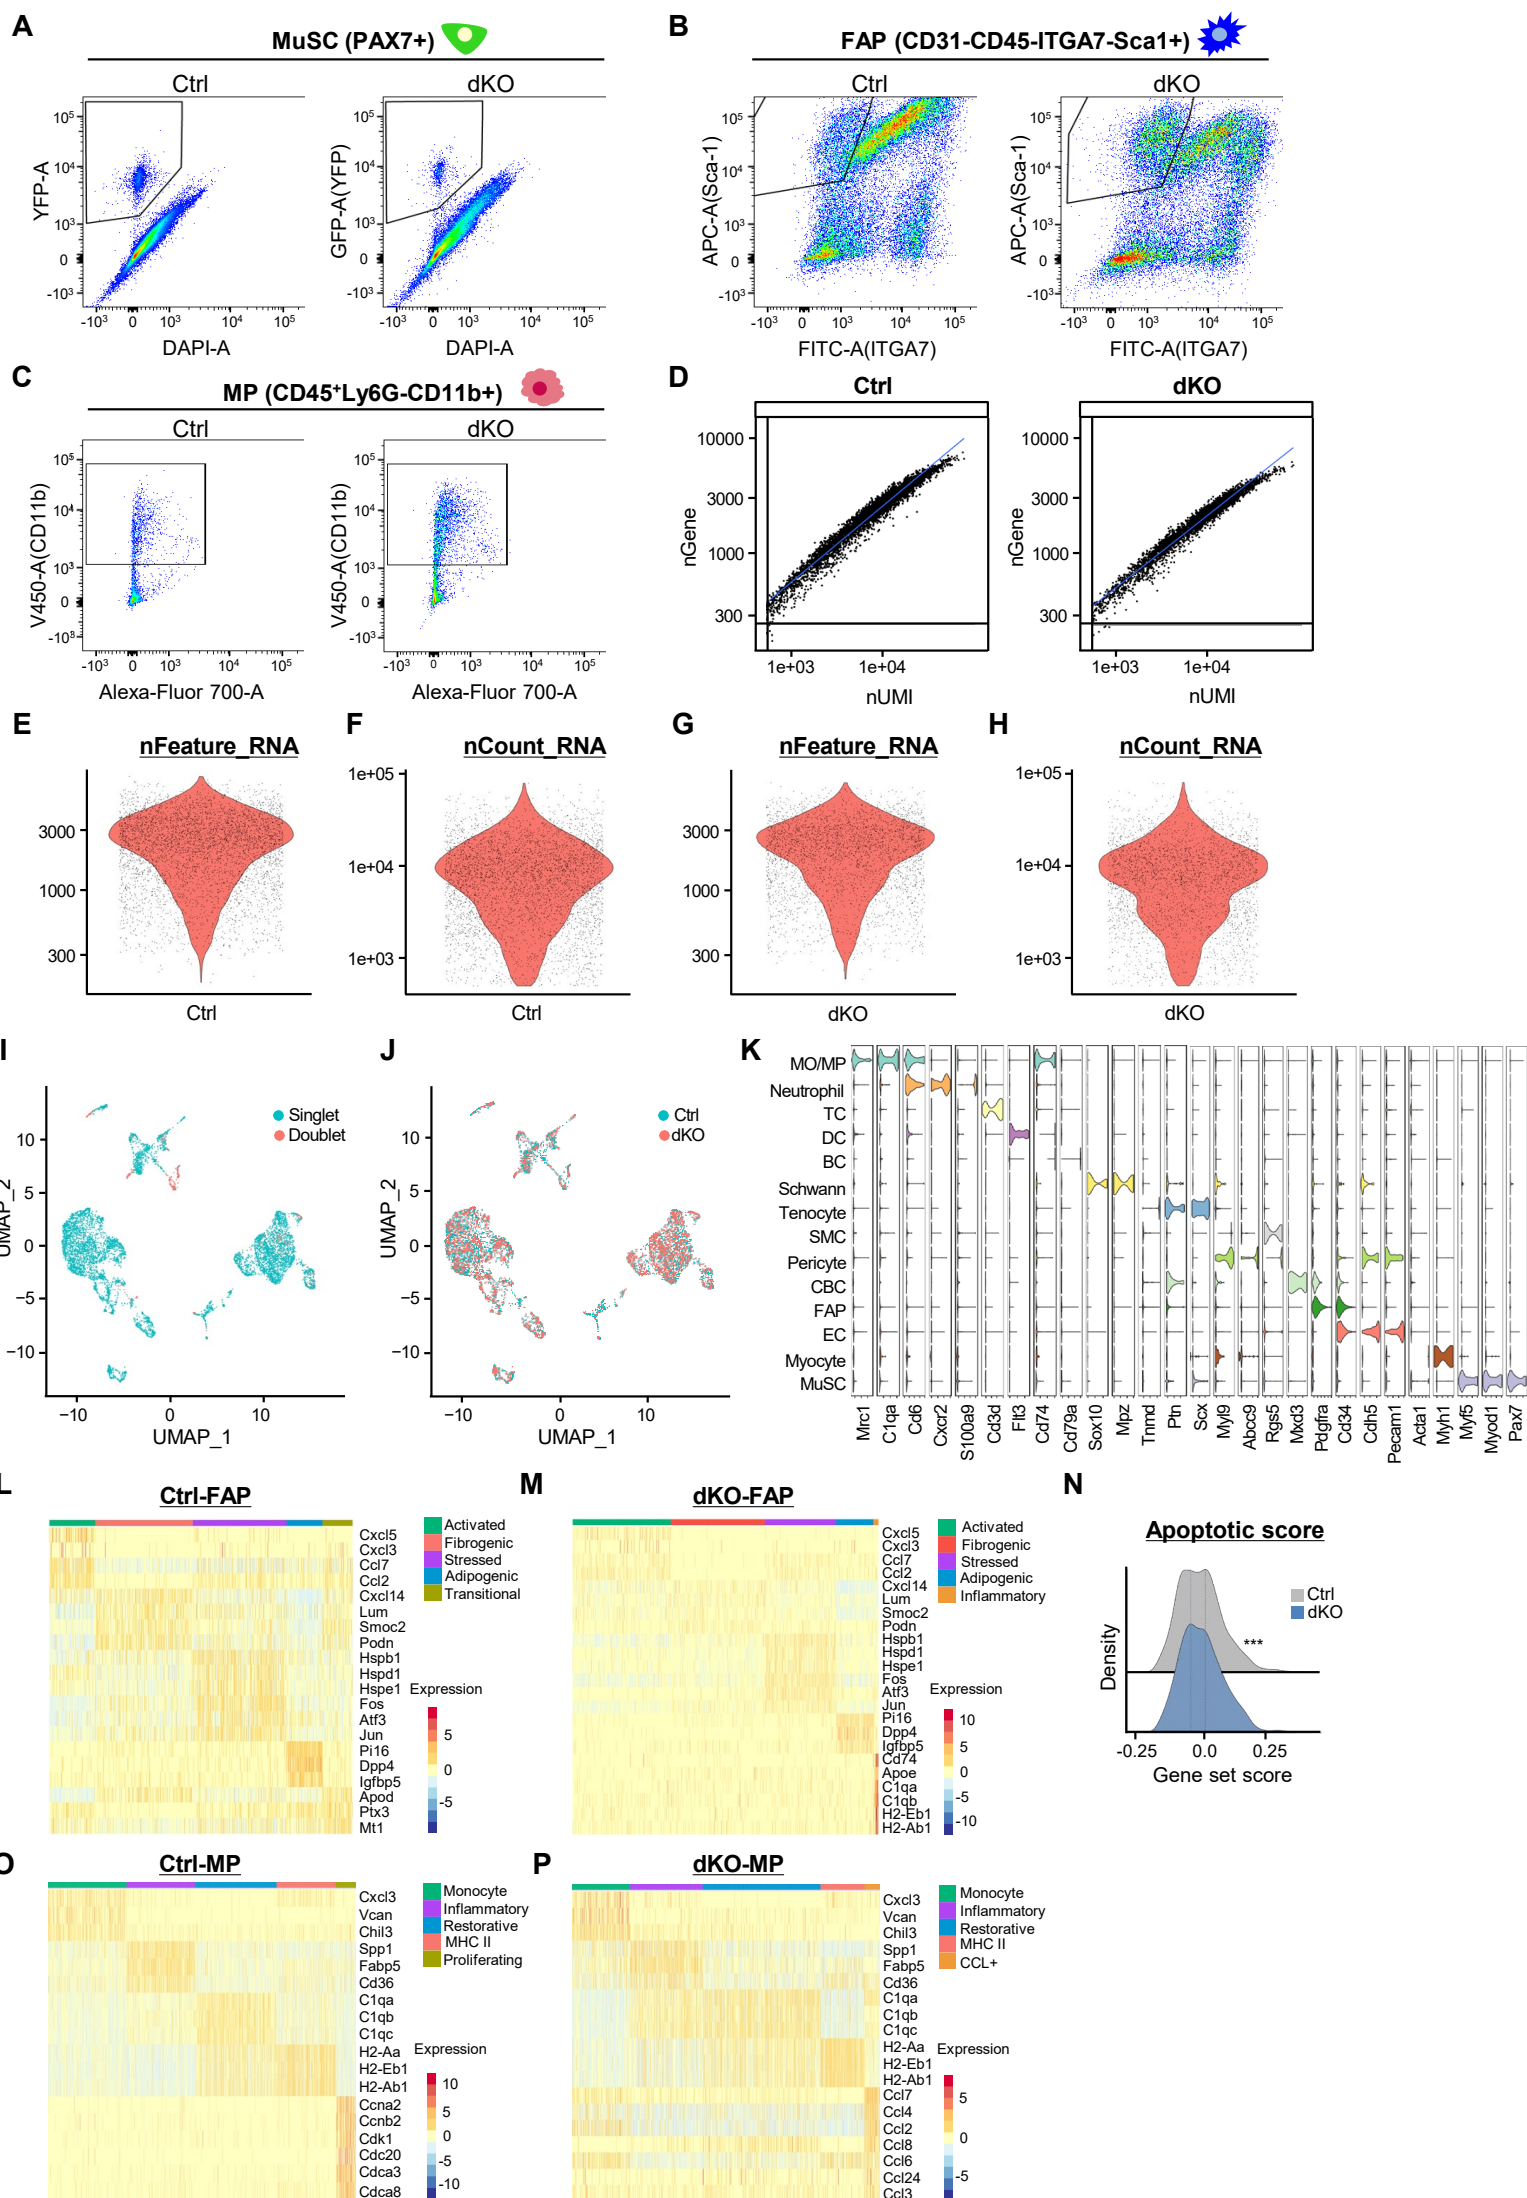

**Suppl. Fig. 2. Intrinsic deletion of YY1 in MuSCs alters cellular microenvironment in dystrophic muscle.** **A-C** Representative FACS plots of isolating MuSCs (YFP+), FAPs (FITC-, APC+) and MPs (FITC-, APC-, eFluor450+). About 100,000 cells were sorted by FACS from Ctrl and dKO mice at 7, 21 and 60 days post-TMX injection. The percentage of cells is shown in Fig 2B-D. **D** Scatter plots showing the correlation between the number of genes detected (nGene, X-axis) and the number of RNA counts (nUMI, Y-axis). **E-H** Violin plots showing the distribution of the number of features or fraction counts of detected RNAs in Ctrl and dKO muscles. **I** Uniform manifold approximation projection (UMAP) embedding of single-cell data showing the doublets removal. **J** UMAP embedding of single-cell data, colored by Ctrl or dKO. **K** Violin plots grouped by meta-clusters showing cell-type marker gene expression, which was used to classify clusters. **L-M** Heatmap of top genes as determined by FindAllMarkers on the subclustered FAPs in Ctrl and dKO. **N** Ridge map showing the global distribution density of apoptotic score of FAPs.  $p=0.0000000000000035$ . **O-P** Heatmap of top genes as determined by FindAllMarkers on the subclustered MPs in Ctrl and dKO. Unpaired two-sided Student's  $t$  test (N) was used to calculate the statistical significance:  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ , n.s. = no significance. Source data are provided as a Source Data file.

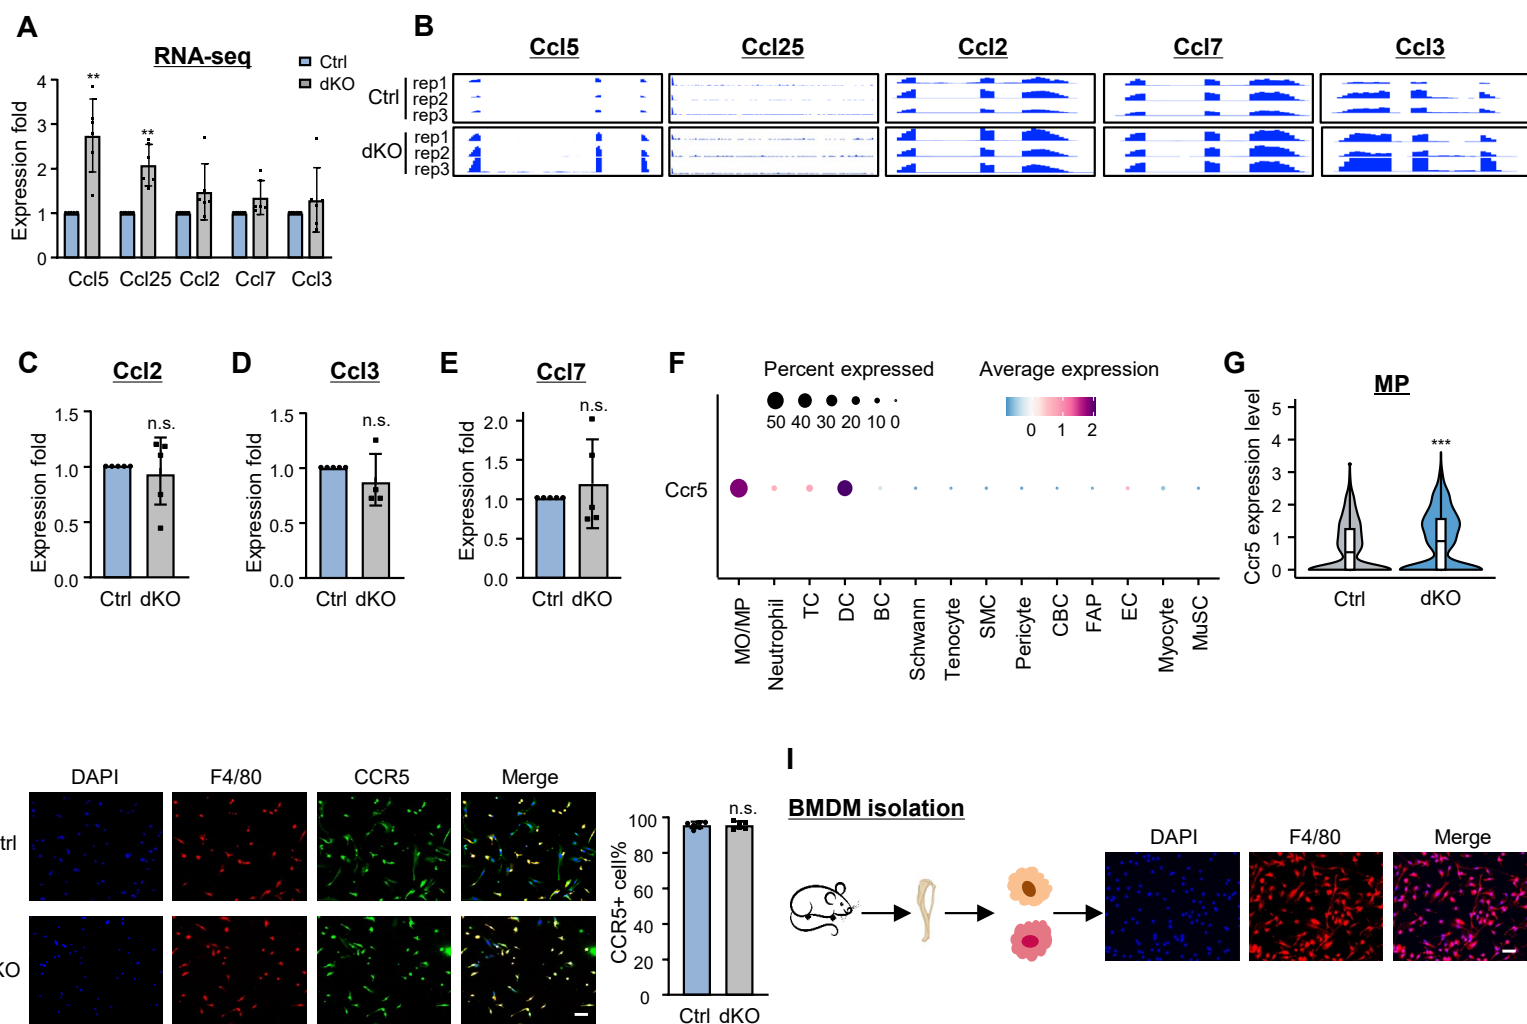

**Suppl. Fig. 3. Intrinsic deletion of YY1 in MuSC induces enhanced crosstalk between MuSC and MP via CCL5/CCR5 axis.** **A** Expression fold change of up-regulated *Ccl5*, *Ccl25*, *Ccl2*, *Ccl7*, *Ccl3* genes from RNA-seq data, *n*=6 mice. *p*=0.0035, 0.0023, 0.12, 0.073, 0.36. **B** Genomic snapshots of the above *Ccl* genes. **C-E** RT-qPCR validation of the expression of *Ccl2*, *Ccl3*, *Ccl7* genes in Ctrl and dKO MuSCs, *n*=5 (C, E) 4 (D) mice. *p*=0.68 (C), 0.21 (D), 0.48 (E). **F** Bar plot showing the *Ccr5* expression in cells analyzed by scRNA-seq data. **G** Volin plot showing the *Ccr5* expression in Ctrl and dKO MPs analyzed by scRNA-seq data. **H** Left: IF staining of DAPI (blue), F4/80 (red) and CCR5 (green) on isolated Ctrl and dKO MPs. Right: quantification of the percentage of CCR5+ cells. Scale bar: 50  $\mu$ m, *n*=6. *p*=0.96. **I** Schematic of Bone Marrow Derived Macrophage (BMDM) isolation from *mdx* mouse and validation by F4/80 staining. Scale bar: 50  $\mu$ m. All the bar graphs are presented as mean  $\pm$  SD, paired two-sided Student's *t* test (A, C-E) and unpaired two-sided Student's *t* test (G, H) were used to calculate the statistical significance: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, *n.s.* = no significance. Source data are provided as a Source Data file.

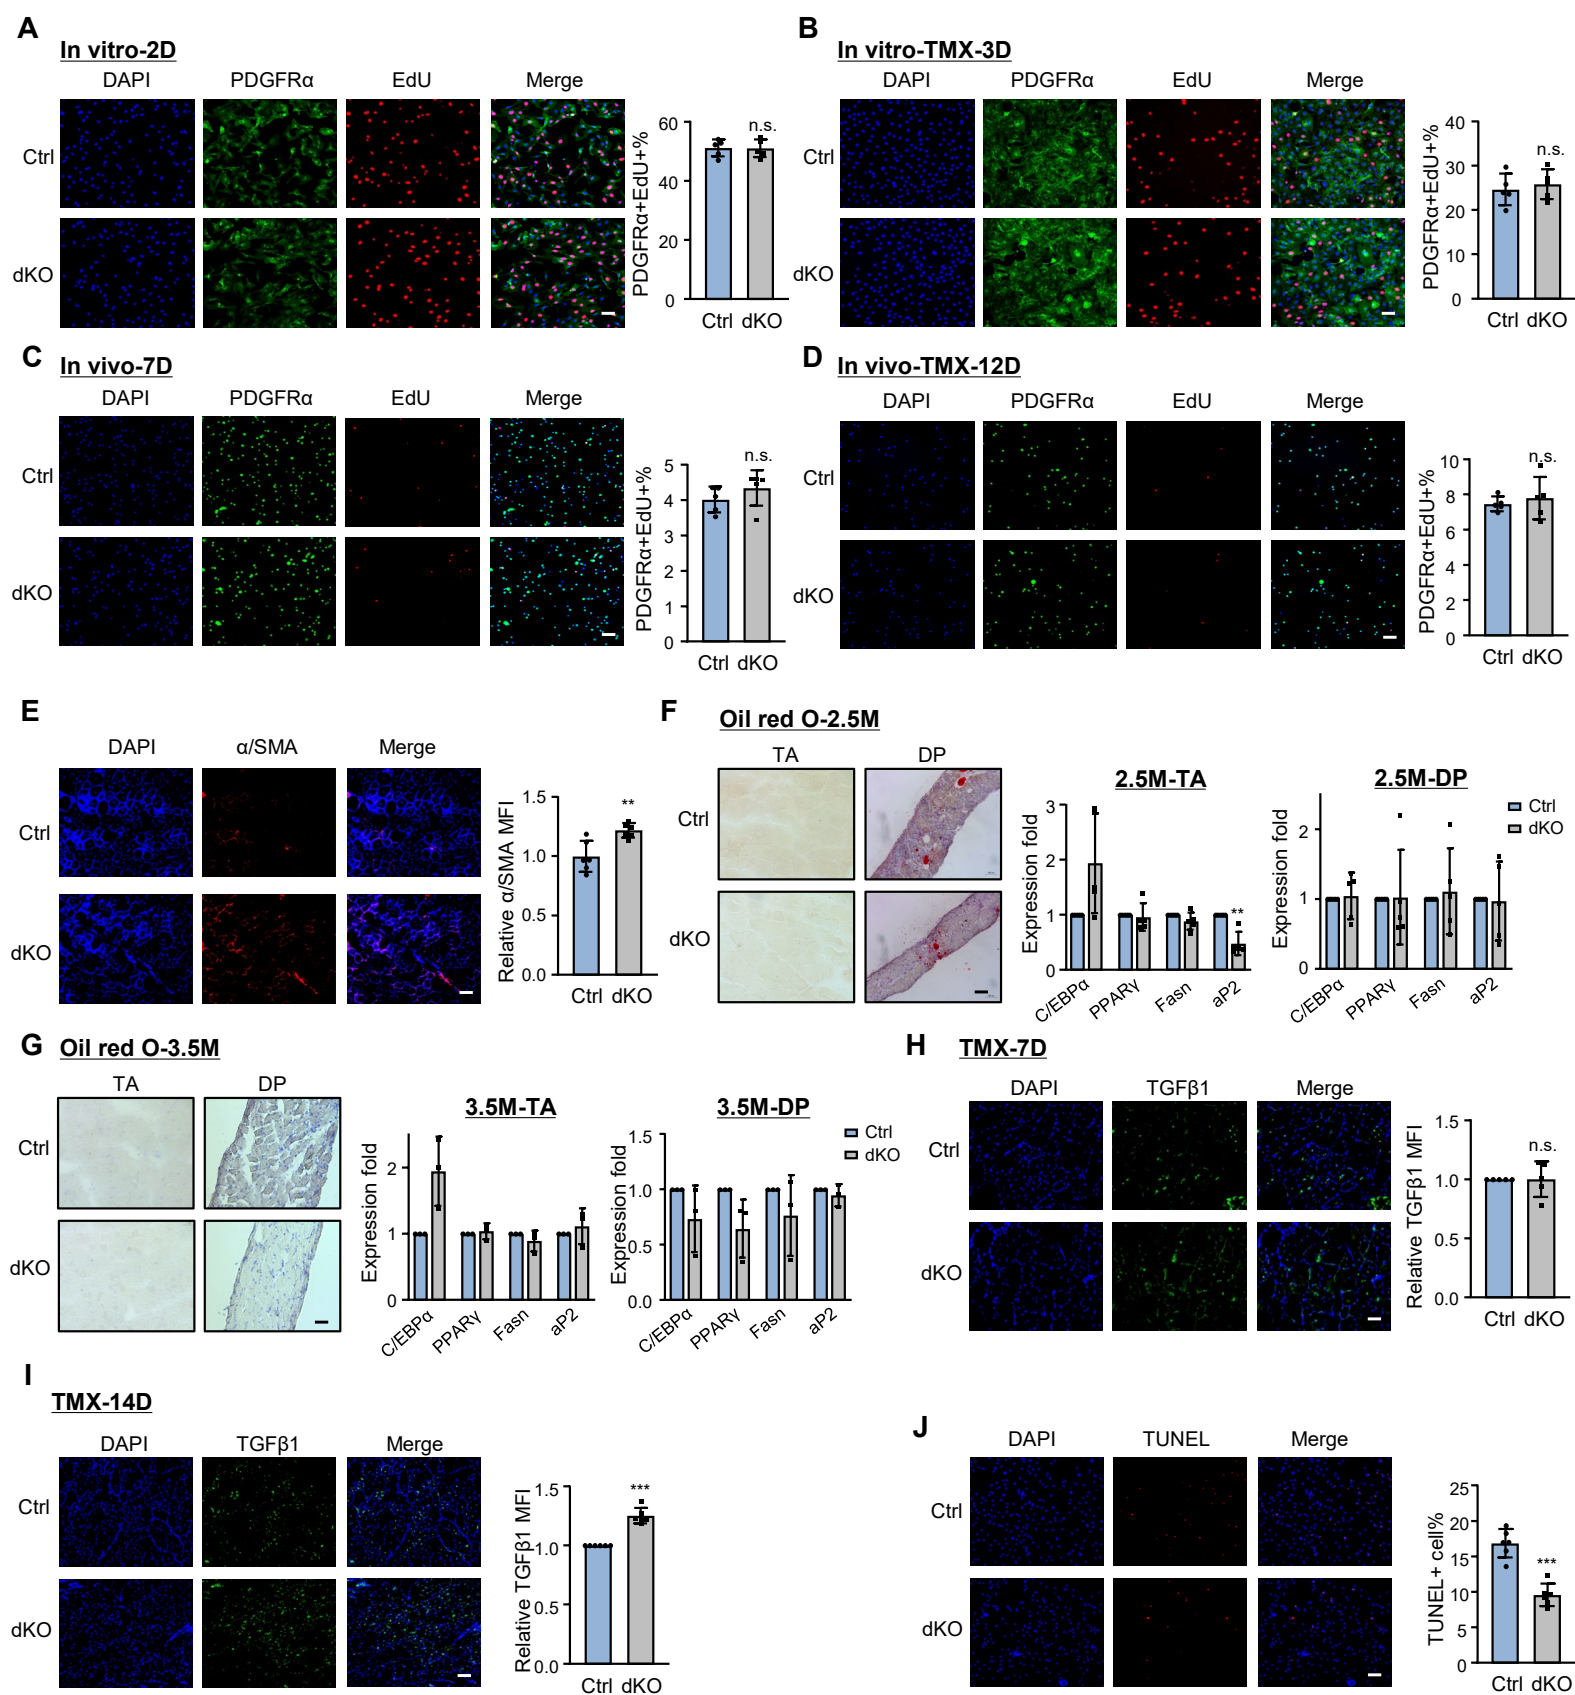

**Suppl. Fig. 4. TGFβ1 enriched niche inhibits FAP apoptosis and causes FAP accumulation in dKO muscle.** **A-B** FAPs were isolated from Ctrl and dKO muscles and cultured for 2 or 3 days and followed by EdU (red) and PDGFRα (green) staining. The percentage of EdU+ PDGFRα+ cells is shown. Scale bar: 50 μm, *n*=5 mice. *p*=0.94 (A), 0.60 (B). **C-D** FAPs were freshly isolated from Ctrl and dKO muscles 7 or 12 days post TMX injection and followed by EdU and PDGFRα staining. The percentage of EdU+ PDGFRα+ cells is shown. Scale bar: 50 μm, *n*=5. *p*=0.27 (C), 0.59 (D). **E** IF staining of DAPI (blue) and α/SMA (red) on 2.5M Ctrl and dKO TA muscles. Right: quantification of MFI of α/SMA. Scale bar: 50 μm, *n*=6 mice. *p*=0.0040. **F** Oil red O staining of the 2.5M TA and DP muscles from Ctrl and dKO mice. Scale bar: 50 μm. Right: RT-qPCR detection of adipogenic marker genes in TA and DP muscles from 2.5M Ctrl and dKO mice, *n*=5. *p*=0.081, 0.71, 0.17, 0.0049 (TA), 0.78, 0.93, 0.71, 0.92 (DP). **G** Oil red O staining of the 3.5M TA and DP muscles from Ctrl and dKO mice. Scale bar: 50 μm. Right: RT-qPCR detection of adipogenic marker genes in TA and DP muscles from 3.5M Ctrl and dKO mice. *n*=3 mice. *p*=0.27, 0.14, 0.38, 0.46. **H-I** Left: IF staining of TGFβ1 in TA muscles 7 days and 14 days after TMX administration. Scale bar: 50 μm. Right: quantification of MFI of TGFβ1, *n*=5. *p*=0.98 (H), 0.00022 (I). **J** FAPs were co-cultured with different numbers of Ctrl and dKO MPs, followed by TUNEL staining. The percentage of TUNEL+ cells is shown Scale bar: 50 μm, *n*=6 mice. *p*=0.000039. All the bar graphs are presented as mean ± SD, paired two-sided Student's *t* test (F, H, P, Q) and unpaired two-sided Student's *t* test (D, E, J-N) were used to calculate the statistical significance: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, *n.s.* = no significance. Source data are provided as a Source Data file.

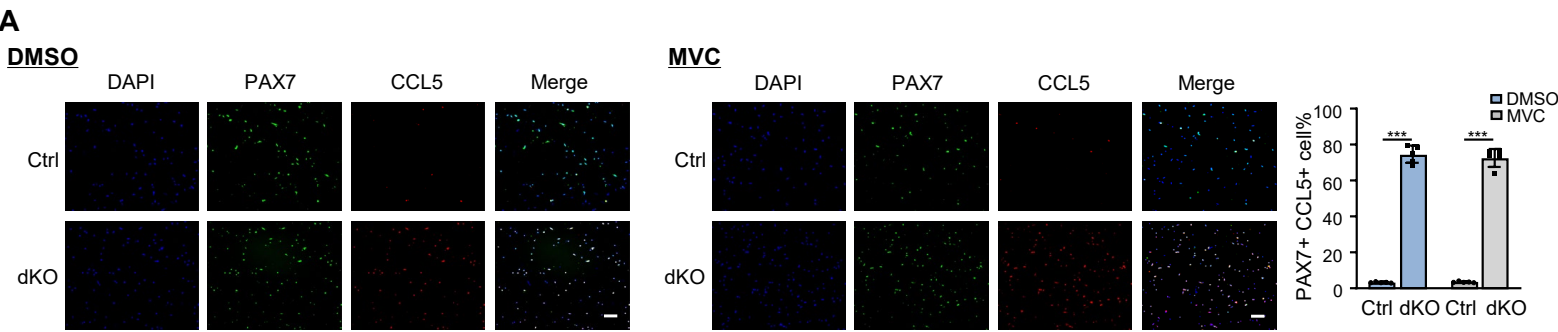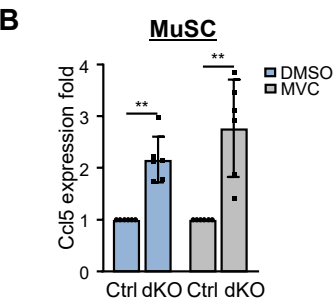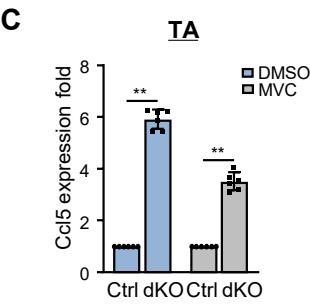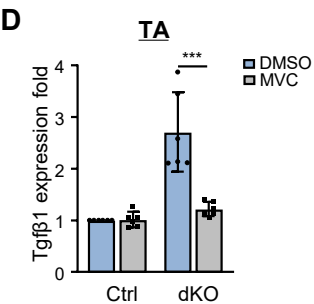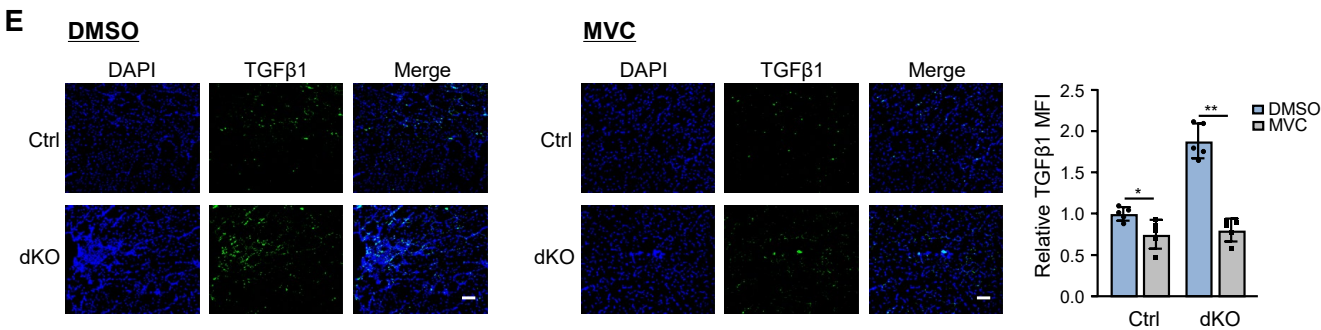

**Suppl. Fig. 5. Targeting CCL5/CCR5 axis with MVC alleviates muscle dystrophy.** **A** MuSCs were freshly isolated from DMSO and MVC treated mice and IF stained for DAPI (blue), PAX7 (green) and CCL5 (red). Scale bar: 50  $\mu$ m. Right: quantification of the percentage of CCL5+ cells,  $n=6$ .  $p=0.00000000076$ ,  $0.0000000013$ . **B** RT-qPCR detection of *Ccl5* expression in the above cells,  $n=6$  mice.  $p=0.0013$ ,  $0.0058$ . **C** RT-qPCR detection of *Ccl5* expression in TA and DP muscles from DMSO and MVC treated mice,  $n=6$ .  $p=0.00000054$ ,  $0.000010$ . **D** RT-qPCR detection of *Tgfb1* expression in TA and DP muscles from DMSO and MVC treated mice,  $n=6$  mice.  $p=0.0028$ ,  $0.0059$ . **E** IF staining of TGF $\beta$ 1 in TA muscles from DMSO and MVC treated mice. Scale bar: 50  $\mu$ m. Right: quantification of MFI of TGF $\beta$ 1,  $n=6$  mice.  $p=0.026$ ,  $0.0020$ . All the bar graphs are presented as mean  $\pm$  SD, paired two-sided Student's  $t$  test (B-D) and unpaired two-sided Student's  $t$  test (A, E) were used to calculate the statistical significance:  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $n.s.$  = no significance. Source data are provided as a Source Data file.

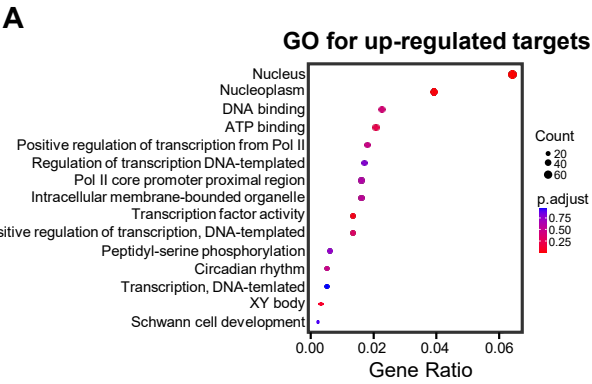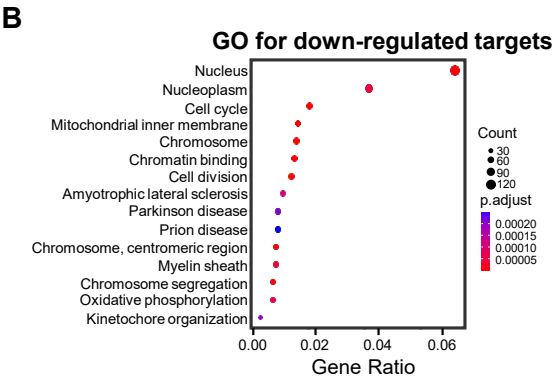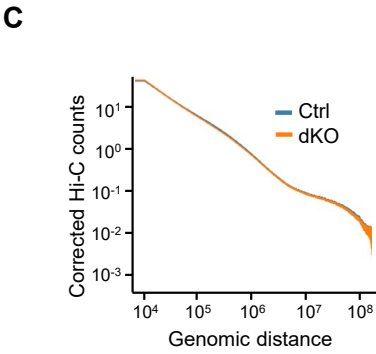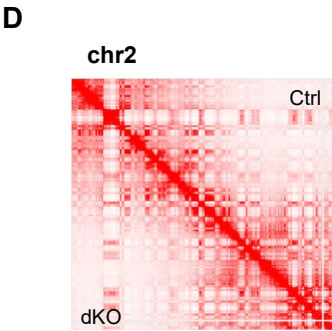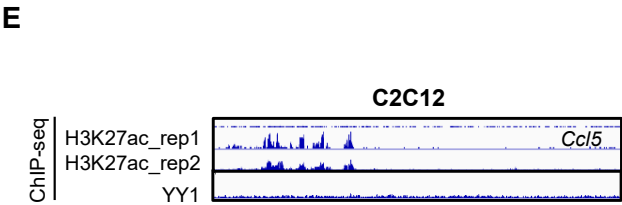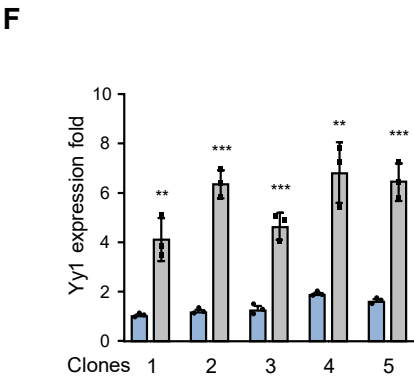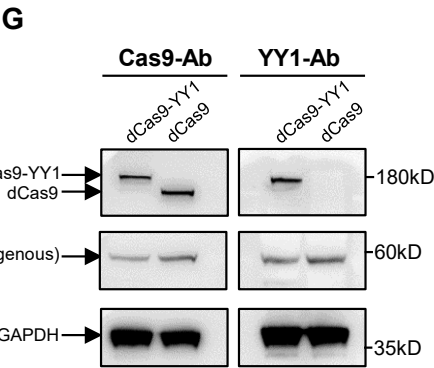

**Suppl. Fig. 6. YY1 controls *Ccl5* expression in MuSC via regulating 3D looping interaction. A- B** GO analysis of overlapped up- or down-regulated genes in Fig. 6E. **C** Contact frequency as a function of genomic distance along the whole genome in Ctrl and dKO MuSCs. **D** Representative heatmap showing the called compartment at chromosome 2 in Ctrl (upper triangle) and dKO (lower triangle) MuSCs. **E** Genomic snapshots of H3K27ac and YY1 ChIP-seq tracks in C2C12 show no YY1 binding peak on *Ccl5* upstream enhancer sites. **F** RT-qPCR detection of overexpressed YY1 mRNAs in dCas9-YY1 vs. dCas9 transfected C2C12 cells,  $n=3$  cells.  $P=0.0033, 0.000088, 0.00057, 0.0024, 0.00035$ . **G** Western blot validation of the expression of dCas9 or dCas9-YY1 in the above transfected C2C12 cells, the expression of endogenous YY1 protein is also shown. All the bar graphs are presented as mean  $\pm$  SD, unpaired two-sided Student's  $t$  test (F), one-sided Fisher's exact test (A, B) were used to calculate the statistical significance and adjustments were made for multiple comparisons:  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ ,  $n.s.$  = no significance. Source data are provided as a Source Data file.

# Supplementary material for: Skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy mouse through YY1-CCL5 axis
**Source:** Nat Commun. 2025 Feb 3;16:1324. doi: 10.1038/s41467-025-56474-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

Supplementary Data 1. Sequences of oligonucleotides used in the study.

Supplementary Data 2. Single-cell RNA-seq profiling in Ctrl and YY1 dKO MuSCs.

Supplementary Data 3. Bulk RNA-seq in YY1 dKO MuSCs.

Supplementary Data 4. YY1 ChIP-seq in mdx MuSCs.

Supplementary Data 5. Hi-C analysis in Ctrl and YY1 dKO MuSC.

# Supplementary material for: Skeletal muscle stem cells modulate niche function in Duchenne muscular dystrophy mouse through YY1-CCL5 axis
**Source:** Nat Commun. 2025 Feb 3;16:1324. doi: 10.1038/s41467-025-56474-w
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RT-qPCR were conducted using the Light Cycler ®480 Real-Time PCR System (Roche Applied Science); Microscopy pictures were acquired with Leica microscope system DM 6000B; BD FACSVers flow cytometer, BD FACSAria Fusion Cell Sorter and BD FACSDiva (version 8.0.1, BD Biosciences) were used to acquisition of flow cytometry data.                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | GraphPad Prism version 8.2 was used to data analysis.<br>Leica LASX software was used to acquisition and analysis of images from Leica microscope.<br>ImageJ 1.50i (National Institutes of Health) were used to quantification of Main fluorescence intensity.<br>Flowjo10.8.1 were used to acquire and analyze flow cytometry data.<br>The analysis associated with Bulk RNA-seq, ChIP-seq, Hi-C, scRNA-seq profiling were conducted mainly using custom code. Basic NGS-processing softwares including MACS2, HiCCUPs, HiC-Pro, Bowtie2, Topdom were used.<br>The code used in this study is available at Zenodo and the GitHub repository <a href="https://github.com/Hannah-bioinfo/Scripts_for_YY1_paper">https://github.com/Hannah-bioinfo/Scripts_for_YY1_paper</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk RNA-seq, YY1 ChIP-Seq, Hi-C, scRNA-seq data generated in this study have been deposited in Gene Expression Omnibus (GEO) database under the accession codes GSE250204. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

At least three biological replicates per group (detailed n is indicated in the figure or figure legends) were collected to perform statistical testing. No statistical test was used to determine sample size. For YY1 ChIP-seq profiling, MuSCs from 20 Ctrl mice were mixed and used. For scRNA-seq, 3 pairs of Ctrl and dKO mice were mixed and used. All the sample sizes determination were referred to our previous publications.

### Data exclusions

No data or samples were excluded from the analysis

### Replication

All experimental data was repeated in multiple biological independent experiments as indicated in the legend, method and source data.

### Randomization

For each animal experiments, we randomly used the same age and sex of Ctrl and dKO mice from the same litter whenever possible. For cell experiments, we randomly counted multiple fields or cells per group for calculation.

### Blinding

For all experiments, we performed the experiments in a blinded way.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies of YY1 (Abcam, ab109237, 1:1000),  $\alpha$ -Tubulin (Santa Cruz Biotechnology sc-23948, 1:5000), CCL5 (Abcam ab189841, 1:500), TGF $\beta$ 1 (Abcam ab92486, 1:1000), GAPDH (Sigma-Aldrich G9545-100UL, 1:5000), CAS9 (CST 14697T, 1:1000), CD206 (Thermo Fisher PA5-46994, 1:500), Collagen1a1 (Novus Biologicals NB600-450, 1:500) were used for Western blot. Antibodies of PAX7 (Developmental Studies Hybridoma Bank; 1:50), YY1 (Abcam ab109237, 1:200), CCL5 (Abcam ab189841; 1:200), F4/80 (Abcam ab6640, 1:200), PDGFR $\alpha$  (R&D BAF1062; 1:200), Ki67 (Santa Cruz Biotechnology, sc-23900; 1:200) for IF staining of cells. Antibodies of CCL5 (Abcam ab189841; 1:200), CCR5 (Abcam ab65850; 1:200), TGF- $\beta$ 1 (Abcam ab92486; 1:200), PDGFR $\alpha$  (R&D BAF1062; 1:200), Collagen 1a1(Novus NBP1-30054; 1:200), F4/80 (Abcam ab6640), CD68 (Biorad MCA1957GA; 1:200), CD206 (Abcam ab64693;1:200), Laminin (Sigma-Aldrich L9393-100UL, 1:800),  $\alpha$ -SMA (Invitrogen, 14-9760-82; 1:200), Ki67 (Santa Cruz Biotechnology sc-23900; 1:200); PAX7 (Developmental Studies Hybridoma Bank; 1:50), eMyHC (Leica NCL-MHC-d; 1:200) for staining of muscle cryosections. Antibody of YY1 (Santa Cruz Biotechnology, sc-1703) for ChIP-seq assay.

### Validation

All antibodies used are commercially available and the applications have been tested by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Mouse C2C12 myoblast cells (CRL-1772) and 293T cells were obtained from American Type Culture Collection (ATCC).

### Authentication

Cell lines were procured from commercial source and therefore, not authenticated.

### Mycoplasma contamination

All cell lines were tested as negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

NA

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All animal handling procedures, protocols and experiments ethics approval was granted by the CUHK AEEC (Animal Experimentation Ethics Committee) under the Ref No. 21-080-GRF and 19-220-MIS. The mice were maintained in animal room with 12h light/12h dark cycles, temperature (22–24°C), and humidity (40–60%) at animal facility in CUHK, fed with PicoLab® Select Mouse Diet 50 IF/9F Diet and provided with plenty of fresh clean water at all times. For all animal-based experiments, at least three pairs of littermates or age-matched mice were used. Pax7CreER (Pax7tm1(cre/ERT2)Gaka) were kindly provided by Dr. Shahragim Tajbakhsh. ROSAIEYFP, Yy1f/f and C57BL/10 ScSn DMDmdx (mdx) mouse strains were purchased from The Jackson Laboratory. The YY1-inducible conditional KO (YY1iKO) strain (Ctrl: Pax7CreERT2/R26YFP; Yy1+/+, Yy1iKO: Pax7CreERT2/R26YFP; Yy1f/f mice) was generated by crossing Pax7CreERT2/R26YFP mice with Yy1f/f mice. The Yy1/mdx double KO (YY1dKO) strain (Ctrl: Pax7CreERT2/R26YFP; Yy1+/+; mdx, YY1dKO: Pax7CreERT2/R26YFP; Yy1f/f; mdx) was generated by crossing YY1iKO with mdx mice.

### Wild animals

NA

### Reporting on sex

For each the animal experiments, we used the the same age and sex of Ctrl and dKO mice from the same litter whenever possible.

### Field-collected samples

NA

## Ethics oversight

All animal handling procedures and protocols were approved by the Animal Ethics Committee at Chinese University of Hong Kong.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

## Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250204>  
secure token: uhwhyowwpxghbmr

## Files in database submission

GSE250204\_RAW.tar

## Genome browser session

(e.g. [UCSC](#))

UCSC

## Methodology

## Replicates

1 YY1 ChIP-seq; 1 IgG ChIP. Due to the limited number of MuSCs from one mouse, we used the mixed MuSCs isolated from 20 Ctrl mdx mice for ChIP-seq assay.

## Sequencing depth

total reads: 21518462, uniquely mapping reads: 13357709, 150bp of raw reads, paired end

## Antibodies

YY1 (Santa Cruz Biotechnology, sc-1703)

## Peak calling parameters

Candidate peaks were compared with the background, dynamic programming was used to determine  $\lambda$  of Poisson distribution, and the P-value cutoff was set to 0.0001 for YY1 ChIP-Seq experiment.

## Data quality

4681 peaks were called under cutoff p value &lt;0.0001

## Software

MACS2

## Flow Cytometry

## Plots

Confirm that:

☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).☒ All plots are contour plots with outliers or pseudocolor plots.☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Muscle stem cell, FAPs and MPs isolation are described in the "Methods" section.

## Instrument

BD FACSAria Fusion Cell Sorter

|                           |                                                                                                                                                                                  |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Software                  | Flowjo 10.8.1                                                                                                                                                                    |
| Cell population abundance | Muscle satellite cells sorting:<br>We stained isolated cells by FACS with Pax7, PDGFRa, F4/80 antibody which are the marker of MuSC, FAPs, MPs and found 95% cells are positive. |
| Gating strategy           | Muscle stem cell, FAPs and MPs gating strategies are described in the "Methods" section.                                                                                         |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

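The deposited data are the peaks of 1 YY1 ChIP-seq library, made from MuSCs that were pooled from 20 Ctrl mdx mice, called against 1 background library. The paper calls the cells freshly isolated, and the paper is followed here, while the sample labels describe cultured cells and wild-type mice. The background library is called input in the labels and in Supplementary Data 4 and IgG in the Methods, and it was not analysed on its own here. With 1 library per antibody there are no replicates, so no spread between mice or libraries could be computed, no replicate was left out and no other split of samples was tried.

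According to the Methods, the authors trimmed and filtered the reads, mapped them to mm10 with bowtie2, kept only non-redundant reads and called peaks with MACS2 at a p-value limit of 0.0001. In the deposited list, the fold enrichment is the ratio that the authors' peak caller computed between the fragments at the summit and the local background. The deposited −log10 p-value and −log10 q-value of each peak come from the same program, and its integer score column was not used. The p-value is a Poisson chance within 1 pair of libraries and does not describe variation between animals. A higher depth would have let weaker sites pass the same limit. From the fold enrichment and p-value of each peak, the number of fragments at the summit and the local background were recovered, and a whole number of fragments fitted 100% of the peaks. The depth, 13357713 fragments, was computed from the most frequent local background.

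Peaks were placed by their summit against the transcript start sites of the GENCODE basic annotation for GRCm38, release M21, first as promoter (within 1000 bp either side of a start site), then as gene body, then as intergenic. The text of the paper does not define a promoter. The promoter window, the genes named in the text and the alternatives listed at the end were set before the data were examined, whereas the annotation was chosen afterwards, and other annotations, alone and together with the narrow promoter window, were added as alternatives after the data were seen. Genes with a summit in a promoter window were counted as bound, and the lists of Supplementary Data 3 were joined to them by Ensembl identifier. Symbols of the target sheets of Supplementary Data 4 were joined by name. For the sheet of binding peaks, the first 1997 of the 4681 peaks were read, and all 1997 have the coordinates of a deposited peak. The motif AANATGGC was searched on both strands within 100 bp of each summit, leaving out windows with unknown bases, and compared by two-sided Fisher's exact tests with windows centred 2000 bp to each side that overlap no peak. Shares have 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. Primers and guides of Supplementary Data 1 were matched exactly to chromosome 11, after removing cloning tails and, where needed, bases at the 5′ end.

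The genes named in the text are Ccl5 and Taf15, the chemokine genes Ccl25, Ccl2, Ccl7 and Ccl3, Yy1, the genes at the 5 peaks with the highest fold enrichment, and the 3 up-regulated and 3 down-regulated genes with the highest fold enrichment of a promoter peak. Other genes named were chosen after their values were seen. GO enrichment was not computed because the term database was not used here, and the RNA-seq, Hi-C, 3C and H3K27ac measurements were not analysed here.

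The placement of peaks, the motif search, the shuffling of dinucleotides and the recovery of fragment numbers were tested on simulated data. All 2000 summits put within 1000 bp of a start site were called promoter, all 200 planted motifs were found, and the number of fragments was recovered for all 2000 simulated peaks. For the comparison with promoters that have no peak, 1999 simulated peaks at random promoters gave a ratio of motif shares of 0.930 (interval 0.706 to 1.22), and a word planted in 5% of the windows ranked first. Because these peaks were drawn from promoters of any composition, this ratio does not test whether the matching removes a difference in composition. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1, and the random seed was 1. The alternatives were stricter limits on q and fold enrichment, other promoter windows, protein-coding genes only, placement by any overlap, other rules for a bound gene, other motif windows and motif forms, and other backgrounds. Their effects are given in the closing section.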

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

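The test of copy number in the array was chosen only after the result was seen.

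Of the 15 peaks with the smallest p-values, 12 lie in a tandem array on chromosome 6 from 47649921 to 47783166, a signal in peaks that the paper does not discuss. The array is the span of 15 exact copies of the first 30 bases of the RefSeq gene Rn4.5s (annotated from 47654921 to 47655094), spaced by a median of 4338 bp, with 5000 bp added on each side, and holds 25 peaks. Their summits had a median of 96 fragments over a median local background of 11.9, against 14 fragments over 1.98 at the other peaks, and none of the 25 carries AANATGGC within 100 bp of its summit. More copies in these mice than in the reference would raise both libraries alike, which lowers the p-values and leaves the fold enrichment as it is. The median local background of the array's peaks was 6.00 times that of the other peaks and the median number of fragments 6.86 times, with a median fold enrichment of 6.17 against 5.10, so copy number remains open as a source of the small p-values. Reads shared between near-identical copies remain open as well: 97.2% of the 50-base stretches of these peaks occur more than once in the genome, against 4.67% in 500 other peaks drawn at random. The paper's reporting summary counts uniquely mapping reads, in pairs and longer than 50 bases, and the depth recovered here is close to that count. Fewer reads may therefore be shared than the 50-base stretches imply, and how shared reads were handled is not known. Where such reads were kept, they may be placed on any copy. The number of separate sites in the array can then not be known from the list, and the height of each peak may stand for several copies. No biological explanation was tested, since the design has 1 condition and no second library.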

How the results depend on the processing

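The settings that use gene-level start sites, the comprehensive annotation or curated RefSeq transcripts, and the one that combines protein-coding genes with the narrow promoter window, were chosen only after the result was seen. No paired analysis was possible because there is 1 YY1 library and 1 background library and no result compares groups of replicates.

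The number of peaks stayed within 1.5 times the main number under q-value limits of 0.05 and 0.01 and was 2524 with a fold enrichment of at least 5. The majority of the peaks lay in promoters under every setting, from 53.5% to 90.7%. The shares in promoters, gene bodies and intergenic regions were 87.6%, 6.24% and 6.15% with 2000 bp either side of a start site, 89.0%, 5.26% and 5.75% with 3000 bp, and 90.7%, 4.38% and 4.93% with 5000 bp. With 1000 bp upstream to 100 bp downstream, 66.7% lay in promoters and 26.1% in gene bodies, because this window passes the summits just downstream of start sites to the gene body. With a fold enrichment of at least 5 the shares were 89.4%, 4.83% and 5.74%, and the cause was not tested. With protein-coding genes only, 80.7% were in promoters and 10.9% intergenic, since peaks at other genes then count as intergenic or gene body. The q-value limits and placement by any overlap left all 3 shares within their intervals.

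Of the annotations, gene-level start sites gave 77.7% in promoters and 15.5% in gene bodies. The comprehensive annotation gave 86.4% and 6.81%, and curated RefSeq transcripts gave 82.2% in promoters and 9.14% intergenic. Joined with the window of 1000 bp upstream to 100 bp downstream, RefSeq transcripts gave 61.7%, 29.1% and 9.21%, protein-coding genes 61.2%, 27.8% and 10.9%, and gene-level start sites 53.5% in promoters and 39.5% in gene bodies. Beyond the smaller or larger sets of start sites, the cause was not tested.

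The number of bound genes was 2956 with a fold enrichment of at least 5, 3201 with protein-coding genes and the narrow window, and 2996 with gene-level start sites and that window. The up-regulated and down-regulated genes with a peak were 132 and 151 at that fold enrichment, and 154 and 170 with gene-level start sites and the narrow window. Fewer peaks or smaller windows lower these counts by construction. All other settings kept these counts within 1.5 times the main ones.

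The share of peaks with the motif was 3.46% within 50 bp of the summit and 14.1% within 250 bp, as a wider window must hold more, 29.9% for the core ATGGC and 3.61% for AAGATGGC. The ratio over flanking windows kept its direction and a p-value under 0.05 in 8 of 9 alternatives. For the core ATGGC it was 0.990 (p = 0.725, two-sided Fisher's exact test), while the p-values of the other alternatives in the same exact test ranged from 5.46e-54 to 4.96e-08. The cause was not tested.

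None of the 6 alternatives for the Ccl5 promoter put a peak in it. Only the wider promoter windows among them could have done so, because the stricter limits only remove peaks. The 1 peak between the Taf15 and Ccl5 start sites and 10 kb beyond was lost with a q-value under 0.01 and with a fold enrichment of at least 5, which left 0 peaks each, because it does not reach these limits. With at least 50% of the peak required inside the reporter's enhancer fragment, 0 peaks counted, since 23.5% of the peak lies in it. Its 9 fragments in 1 library limit what can be said about this site.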

Differences from the paper's values

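No tests were made for these comparisons, and the settings described as added were chosen only after the result was seen.

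The share of peaks in gene bodies was 8.12% here, against the paper's 29%. Among the alternatives set before the data were examined, a promoter window of 1000 bp upstream to 100 bp downstream gave 26.1%, within 1.5 times the paper's value, and none of the others did. The share of intergenic peaks was 7.05%, against the paper's 12%. Of the alternatives set before the data were examined, protein-coding genes only gave 10.9%, within 1.5 times the paper's value, and none of the others did.

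With curated RefSeq transcripts and the window of 1000 bp upstream to 100 bp downstream, a setting added after seeing the values, 61.7% of the peaks lay in promoters, 29.1% in gene bodies and 9.21% between genes, against the paper's 59%, 29% and 12%. With protein-coding genes and the same window, also added after seeing the values, the shares were 61.2%, 27.8% and 10.9%. With gene-level start sites and this window, added in the same way, they were 53.5%, 39.5% and 6.96%. The numbers of up- and down-regulated genes with a peak, 235 and 274, were within 1.5 times the paper's 181 and 226. They were 182 and 215 with the window of 1000 bp upstream to 100 bp downstream, and 182 and 252 with each peak assigned to the gene with the nearest start site, both set before the data were examined.

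Fig. 6E labels the bound genes with the number of peaks, whereas 4985 genes had a promoter peak here. The paper gives the bound up- and down-regulated genes in Supplementary Data 4, but of the 501 symbols on its sheet of up-regulated targets 48 are in the up-regulated list of Supplementary Data 3, and of the 372 on its sheet of down-regulated targets 51 are in the down-regulated list. The Methods call the enhancer region upstream of Ccl5, whereas in the annotation the peak lies 51.4 kb beyond the 3′ end of Ccl5, on its downstream side.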

Other observations

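Tests of the motif against flanking windows and of its direction in the first 50 bp downstream of start sites were set before their results. All other tests of the motif were chosen only after the result was seen. The weighing of the Taf15 peak was also chosen after it was seen, and both tests of the X chromosome were set before their results.

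The excess of AANATGGC at summits over flanking windows could reflect what promoters are made of, since most peaks are in promoters. The 3774 peaks near protein-coding start sites were each matched to a different promoter with no summit within 5000 bp, on combined G and C content and on the number of CpG, with window distances from the start site drawn from those of the peaks. The motif was in 7.53% of these peaks and 4.98% of the matched promoters, a ratio of 1.51 (95% interval 1.26 to 1.81, p = 5.90e-06, two-sided Fisher's exact test), which argues against composition and position as the whole cause. For AAGATGGC the ratio was 1.28 (1.01 to 1.62, p = 0.0475, same exact test), smaller than its ratio of 2.90 over flanking windows, and for the core ATGGC it was 1.00. The matched promoters were not matched on activity, which the list does not give.

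Most peaks carry no AANATGGC within 100 bp of the summit, and possible explanations were tested. If dilution by weak peaks were the cause, most of the strongest peaks would carry the motif. In the highest of 10 groups of peaks by fold enrichment, 7.26% did (95% exact binomial interval 5.08% to 10.0%), close to the 6.63% of all peaks. The search counts exact matches only. Bound sites with another form of the motif would also fail the bar of most peaks, so dilution is not excluded. The share of the highest group was 1.70 times that of the lowest group (95% interval 0.996 to 2.92, p = 0.0508, two-sided Fisher's exact test). The share did not rise steadily between these groups. The group next above the lowest also had 7.26%, and the group next below the highest had the largest share, 10.0%. Where the motif is present, it would be denser close to the summit if it marked the point of binding. This bears on the peaks that carry it and cannot explain why most do not. There were 174 occurrences within 50 bp of summits and 165 from 51 to 100 bp, a ratio of 1.05 (95% interval 0.847 to 1.31), and with a median of 14 fragments per summit the positions of summits may be too coarse to tell. Peaks may instead follow other promoter features. Among 11789 words of 8 bases compared between the peaks and the matched promoters, the first word of the form AANATGGC, which was AAAATGGC, ranked 27 (1.78% of peaks and 0.795% of matched promoters, p = 2.00e-04, two-sided Fisher's exact test, above the Bonferroni limit of 4.24e-06). The word GCATGCGC ranked first, in 5.43% of the peaks and 2.36% of the matched promoters (p = 4.25e-12, same exact test). Taken as a whole rather than as single words, AANATGGC has p = 5.90e-06 in this comparison, which lies between the words ranked 8 (p = 5.23e-06, same exact test) and 9 (p = 8.00e-06), so the rank of 27 comes in part from splitting the motif into words. Words among these 8 overlap, as GCATGCGC, CGCATGCG and CATGCGCA do, so they do not stand for 8 separate features. The word ranked 8 is itself above the Bonferroni limit. That such words precede the whole motif leaves open, as a hypothesis, that promoter features besides the YY1 motif shape the list. Which protein would be bound at such words was not tested.

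In promoter peaks, AANATGGC had a preferred direction just downstream of start sites. In the first 50 bp there were 201 occurrences in the direction of transcription and 81 in the other, a ratio of 2.48 (p = 6.17e-13, two-sided exact binomial test). In the last 50 bp upstream of start sites the direction was the opposite, with 23 and 63 occurrences (p = 1.88e-05, two-sided exact binomial test), a window singled out of 20 after its values were seen. The other windows within 500 bp held 381 and 277. At 18041 promoters with no peak the ratio in the same 50 bp was 2.73, from 333 and 122 occurrences, and no difference between the 2 ratios was detected (p = 0.611, two-sided Fisher's exact test). In the last 50 bp upstream these promoters held 35 and 61 occurrences (p = 0.0103, two-sided exact binomial test). The direction may therefore be a feature of promoters with or without a peak, rather than of YY1 binding in this library.

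Few peaks lie on the X chromosome. Of its 948 protein-coding genes, 22 (2.32%, 95% exact binomial interval 1.46% to 3.49%) had a promoter peak, against 19.7% of 20807 autosomal ones. A single X copy would halve the fragments, and the paper does not state the sex of these mice in the text searched. The list holds 9 peaks on the Y chromosome. Whether their sequence is repeated elsewhere in the genome was not examined for them on their own, so they do not settle the sex. With each fragment of autosomal promoter peaks kept at a chance of 0.5, 31.9% of them would still pass the p-value limit, which gives an expected share of 6.29% on the X chromosome. When the G, C and CpG content at the start sites was taken into account as well, the expected share was 4.39%. Both values are above the interval, but they assume that promoters on the X chromosome have the fragment numbers of autosomal promoter peaks, which was not measured, and carry no spread of their own. A single copy, alone or together with composition, therefore stays open as an explanation. Differences in which X-linked genes are active in MuSCs were not tested.

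The peak in the first intron of Taf15 has 9 fragments and q = 0.0216. A chance pileup at the p-value limit and a weak site of YY1 cannot be told apart, because there is 1 library and the test that would decide, a second library, was not analysed here. None of its 50-base stretches is repeated in the genome, which argues against reads shared between copies as its source.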
